# β3-adrenergic receptor on tumor-infiltrating lymphocytes sustains IFN-γ-dependent PD-L1 expression and impairs anti-tumor immunity in neuroblastoma

**DOI:** 10.1038/s41417-023-00599-x

**Published:** 2023-02-28

**Authors:** Gennaro Bruno, Nicoletta Nastasi, Angela Subbiani, Alessia Boaretto, Sara Ciullini Mannurita, Gianluca Mattei, Patrizia Nardini, Chiara Della Bella, Alberto Magi, Alessandro Pini, Emanuela De Marco, Annalisa Tondo, Claudio Favre, Maura Calvani

**Keywords:** Cancer microenvironment, Paediatric cancer, Tumour immunology

## Abstract

Neuroblastoma (NB) is a heterogeneous extracranial tumor occurring in childhood. A distinctive feature of NB tumors is their neuroendocrine ability to secrete catecholamines, which in turn, *via* β-adrenergic receptors ligation, may affect different signaling pathways in tumor microenvironment (TME). It was previously demonstrated that specific antagonism of β3-adrenergic receptor (β3-AR) on NB tumor cells affected tumor growth and progression. Here, in a murine syngeneic model of NB, we aimed to investigate whether the β3-AR modulation influenced the host immune system response against tumor. Results demonstrated that β3-AR antagonism lead to an immune response reactivation, partially dependent on the PD-1/PD-L1 signaling axis involvement. Indeed, β3-AR blockade on tumor-infiltrating lymphocytes (TILs) dampened their ability to secrete IFN-γ, which in turn reduced the PD-L1 expression, caused by TILs infiltration, on NB tumor cells. Further investigations, through a genomic analysis on NB patients, showed that high ADRB3 gene expression correlates with worse clinical outcome compared to the low expression group, and that ADRB3 gene expression affects different immune-related pathways. Overall, results indicate that β3-AR in NB TME is able to modulate the interaction between tumor and host immune system, and that its antagonism hits multiple pro-tumoral signaling pathways.

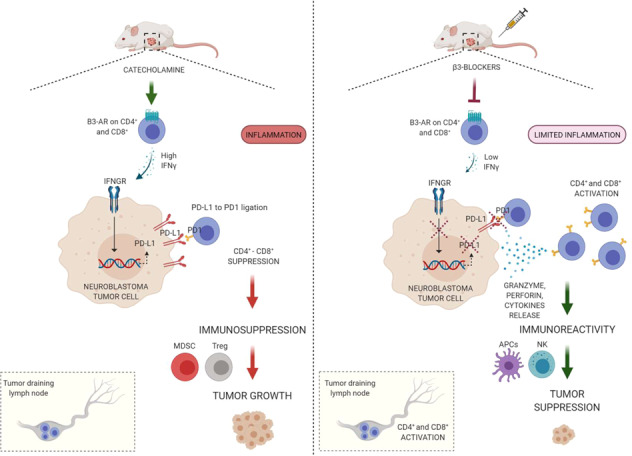

## Introduction

Neuroblastoma (NB) is a complex and heterogeneous disease, and the most common type of cancer diagnosed in the first year of life. NB is a neuroendocrine tumor that arises from committed precursor cell of the neural crest during the development of the sympathetic nervous system (SNS). This distinctive origin determines tumor localization, which usually occurs in the adrenal gland and/or sympathetic ganglia [1]. Clinical behavior of NB is highly variable, ranging from tumors that spontaneously regress, to others that became refractory to all available therapies including intensive chemotherapy, surgery, radiotherapy, autologous stem cell transplantation, and administration of retinoids (13-cis-retinoic acid) [2]. Alternative therapeutic targets for these unresponsive tumors are therefore needed.

Immunotherapy based on immune checkpoint inhibitors (ICIs) represents the most promising strategy for several solid tumors [3]. Among others, the programmed death ligand-1/programmed death-1 (PD-L1/PD-1) signaling axis impairs effector T cell immunity and enhances immune tolerance of tumor cells, playing a pivotal role in attenuating anti-tumor responses in both mouse and human cancers [4, 5]. However, while numerous studies have already investigated mechanisms underlying PD-1/PD-L1 signaling in adult cancer, little is known in pediatric tumors.

A complex cross-talk between the SNS and the immune system, via the catecholamine release and activation of the β-adrenergic receptors signaling, is able to determine the fate of tumor progression in many tumors [6]. This could be particularly true in NB patients in which, indeed, elevated level of catecholamines reflect the severity of malignancy [7].

The β3-adrenergic receptor (β3-AR) subtype has been recently identified as a critical regulator of cancer [8–10]. In particular, its expression and activation, both on tumor and stromal cells of the tumor microenvironment (TME), elicited pro-tumoral signaling pathways responsible of tumor progression in different pre-clinical models [11–14].

Here, in a syngeneic murine model of NB, we demonstrated that β3-AR on tumor-infiltrating lymphocytes (TILs) sustains an IFN-γ-dependent PD-L1 upregulation on tumor cells, which in turn lead to an immune-suppressive TME responsible for tumor escape. In addition, β3-AR antagonism was able to increase the number of immune-reactive CD8^+^, natural killer (NK) and dendritic cells (DCs), and to decrease the number of immune-suppressive regulatory T cells (Treg) and Myeloid-derived suppressor cells (MDSC) in TME. Furthermore, a Kaplan–Meier analysis showed that high *ADRB3* gene expression was associated with poor survival of NB patients, and analyses of different available public datasets of NB expression revealed a significant correlation between the *ADRB3* gene expression level and genes involved in signaling pathways related to the immune system/tumor interaction.

## Methods

### Cell culture

Neuro-2A murine NB cancer cells were obtained from ATCC (CCL-131) and were grown in DMEM supplemented with 10% of FBS, 2 mM L-glutamine, 100 U·ml^−1^ penicillin and 100 μg·ml^−1^ streptomycin at 37 °C in water-saturated, 5% CO_2_ atmosphere. Neuro-2a cells were routinely tested for mycoplasma contamination.

### Tumor syngeneic murine model

Female NCI A/JCr mice 4-week old were bought from Charles River Laboratories (Frederick). Neuro-2a cells (N2A) were subcutaneously implanted in A/J recipient mice by injecting 1 × 10^6^ cells in 100 μl of PBS in the right flank. When N2A cells formed a palpable tumor (about 8 days), treatments started. Treatments were administered twice a day for SR59230A (Tocris Bioscience) and vehicle (physiological solution), and at day 8 and day 12 for αPD-L1 antibody (InVivoMAb anti-mouse PD-L1 (B7-xhH1) #BE0101, Bio X Cell) and isotype control (InVivoMAb rat IgG2b isotype control # BE0090, Bio X Cell). IgG2b isotype control administration produced the same results of vehicle hence only vehicle condition is shown in figures. SR59230A was delivered at 10 mg/kg in physiological solution via intraperitoneal (i.p.); 250 µg of αPD-L1 was delivered i.p. in 100 µl of InVivoPure™ pH 6.5 Dilution Buffer (#IP0065); 250 µg of IgG2b isotype control mouse was delivered i.p. in 100 µl of InVivoPure™ pH 7.0 Dilution Buffer (#IP0070). Treatment with FTY720 (#6176, Tocris Biotechne) was administered at 2 mg/kg per os (p.o.) from day 6. Tumor growth rate was evaluated by measuring tumor mass with a caliber, and tumor mass volume calculated as volume = [(length × width)^2^/2]. Mice were sacrificed after 8 days of treatment.

### Western blot analysis

Cells were collected and lysed in RIPA buffer containing protease inhibitor cocktail. After quantification, 20 μg of total proteins were used to perform an SDS-PAGE and WB analysis. PVDF membranes were incubated overnight with the primary antibodies anti-PD-L1 (ab238697, Abcam), phospho-CREB (ab32096, Abcam), CREB (ab32515, Abcam), p-PKAα/β/γ (sc-32968, Santa Cruz Biotechnology), β-actin (sc-1615, Santa Cruz Biotechnology), β3-AR (ab94506, Abcam) at 4 °C and then with specific secondary antibodies for 1 h at room temperature. Binding of the antibodies with the specific proteins has been detected by using Clarity Western ECL Substrate (Bio-Rad) and images were acquired through the Chemidoc Imaging System (Biorad®). IMAGEJ software was used to perform quantitative analyses, and the signal intensity of the bands was expressed as fold-increase relative to control values.

### Co-culture for PD-L1 cytofluorimetric assay

Tumor cells were seeded on MW24 (45,000 cells/well) and after 24 h were co-cultured with lymphocytes, obtained from TDLNs of mice pre-treated for 2 days with Vehicle or SR59230A (T2), in a seeding ratio of 1:10 (tumor/lymphocytes). At the end of the total incubation period (48 h), lymphocytes were withdrawn together with the medium of the co-culture by gentle pipetting, and then tumor cells detached by trypsinization and marked with the anti-PD-L1 antibody (CD274 Antibody 12-5982-82, eBioscience™) for cytofluorimetric quantification. Stained cells were acquired on a MACSQuant Analyzer 10 Flow Cytometer (Miltenyi Biotec, Gladbach, Germany), and data were processed using Flowlogic software (Miltenyi Biotec, Gladbach, Germany).

### Co-culture for PD-L1 immunofluorescence and IFN-γ quantification

Tumor cells were seeded on microscope slides (20,000 cells/well) in Nunc Lab-Tek chamber slide 4, and after 24 h were co-cultured with lymphocytes, obtained from TDLNs of mice treated for 2 days with Vehicle or SR59230A (T2), in a seeding ratio of 1:10 (tumor/lymphocytes). After 48 h, lymphocytes in culture medium were collected by gentle pipetting, and then discarded through centrifugation; supernatant was used to quantify IFN-γ through Luminex xMAP technology according to the manufacturer’s instructions. Briefly, IFN-γ quantification in co-culture medium was performed using Bio-Plex Pro Mouse Cytokine IFN-γ Set (#171G5017M, Bio-Rad) and data were acquired on MAGPIX System (Luminex, Texas, USA). Analysis was performed using the Bio-Plex Manager™ software (BIO-RAD, California, USA).

Tumor cells on microscope slides were instead used to perform the PD-L1 immunofluorescence assay as follows. For immunofluorescence analysis cells were fixed in 3% paraformaldehyde in PBS for 20 min. Permeabilization was obtained by adding a solution containing Tween-20 0.5% in PBS for 30 min at room temperature. Cells were then blocked in 3% BSA for 1 h and incubated with primary antibody anti-PD-L1 (ab238697, Abcam) for 2 h. Subsequently, after washes in PBS, slides were incubated with Alexa-fluor 488 secondary antibody for 1 h. Images were obtained using a fluorescence microscope (DMi8 - Leica microsystems).

### siRNA electroporation of lymphocytes for β1- β2- and β3-AR silencing

Lymphocytes obtained from TDLNs were transfected with siRNAs for selective β1- (SASI_Mm01_00090154, sequence: GUGAUCGUGGCCAUCGCCA, Merck), β2- (SASI_Mm01_00154297, sequence: CCAAGUUCGAGCGACUACA, Merck) and β3-AR (SASI_Mm01_00145466, sequence: CAGUGGACGUGCUCUGUGU, Merck) silencing. Briefly, lymphocytes were electroporated with siRNAs (100 nM) using the 4D-Nucleofector X Unit (Lonza) and the P3 Primary Cell 4D-NucleofectorTM X Kit (V4XP-3024, Lonza). The DN-100 program, specific for murine T cell electroporation, was performed. After electroporation, lymphocytes were cultured in TexMACS Medium (130-097-196, Miltenyi Biotec) for 24 h and then co-cultured with N2A tumor cells for 48 h, as previously described, for PD-L1 quantification. β-ARs silencing efficiency in lymphocytes was evaluated through digital droplet PCR as follows.

### Digital droplet PCR for β-ARs mRNA quantification

RNA was reverse transcribed using iScript Advanced cDNA Synthesis Kit (Bio-Rad). ddPCR was performed using ddPCR Supermix for Probes (No dUTP) (Bio-Rad), according to manufacture instructions, on a QX200 system (Bio-Rad) and a C1000 Touch Thermal Cycler (Bio-Rad). The assays used were: Adrb3-FAM (dMmuCPE5088688), Adrb2-FAM (dMmuCPE5089938), Adrb1-FAM (dMmuCPE5100184), Rps18-HEX (dMmuCPE5196447). ddPCR data were analyzed using QuantaSoft™ software (version 1.7.4, Bio-Rad).

### RNA-sequencing

Excised tumors were placed in buffer RLT (Qiagen), and mechanically homogenized with gentleMACS Octo Dissociator (Miltenyi Biotec, Gladbach, Germany) using gentleMACS M Tubes (Miltenyi Biotec, Gladbach, Germany). Total RNA extraction was performed with the RNeasy Plus Mini kit (Qiagen), following the manufacturer’s instruction. RNA quantification was carried out using both NanoDrop 2000/2000c Spectrophotometers (ThermoFisher) and Qubit RNA High Sensitivity (HS) (ThermoFisher). RNA integrity was assessed using Agilent RNA 6000 Pico Kit on an Agilent Bioanalyzer and all samples with a RNA integrity number (RIN) lower than 6.00 were excluded.

Library preparation was performed using the TruSeq Stranded Total RNA Library Prep Gold Kit (Illumina) according to manufacturer’s instruction, with initial input of 500 ng of total RNA. The library quality was assessed using Agilent DNA 7500 kit on an Agilent Bioanalyzer, followed by library quantification using 1X dsDNA High Sensitivity (HS) (ThermoFisher). Libraries were sequenced on a NextSeq 550 Sequencing System (Illumina) using NextSeq 500/550 v2.5 (150 cycles) High Output Reagent Kits (Illumina). Runs were performed with a 2 × 76 bp configuration.

### mRNA quantification and transcriptomics analyses

Salmon (v. 1.5.1) in mapping-based mode was used to perform the quantification of the transcripts, and the mus musculus’ reference transcriptome GRCm38.98. The resulting *qf* files were analyzed by the statistical language R. The *tximport* package was used to import the data in R, and the transcripts were collapsed on to genes by *AnnotationDbi* package and *org.Mm.eg.db* database. Finally we performed the statistical analyses with *DESeq2*. We performed an Over Enrichment Analysis (ORA) by using *ClusterProfiler* package to query GO:BP database, with the resulting statistical analyses, to detect altered cellular pathways. In order to select the genes for the enrichment analysis we set the log2FC threshold to 0.5 (| log2FC | ⋝ 0.5) and the adjusted *p* value to 0.05. After filtering the results by *p*-value 0.05 we retrieved 45 statistically deregulated processes among the 15158 tested against GO:BP database.

### Luminex cytokines quantification

Mice were sacrificed after 2 days of treatment (T2) with Vehicle, SR59230A, αPD-L1, and SR59230A + αPD-L1, and tumor mass excised with scissors and homogenized using the Bio-Plex Cell lysis kit (BIO-RAD, California, USA) and the gentleMACS Octo Dissociator (Miltenyi Biotec, Germany). Tumoral lysates were then tested for their cytokines concentrations by Bio-Plex Pro™ assays (BIO-RAD, California, USA) based on Luminex xMAP technology. IFN-γ, TNF-α, IL-2, IL-6, IL-10, GM-CSF, IL-1α, and IL-1β levels (pg/ml) were measured according to the manufacturer’s instructions. Data were acquired on MAGPIX System (Luminex, Texas, USA) and analysis were performed using the Bio-Plex Manager™ software (BIO-RAD, California, USA).

### Flow cytometric analysis

Flow cytometry analysis was performed on tumor cells and immune cell subpopulations of the tumor microenvironment as follows. Briefly, tumors were homogenized with the Tumor dissociation kit mouse (#130-096-730, Miltenyi Biotec) and tumor infiltrating lymphocytes were isolated from the total cells suspension using the CD45 (TIL) MicroBeads mouse (#130-110-618, Miltenyi Biotec) or CD8 (TIL) MicroBeads mouse (#130-116-478, Miltenyi Biotec) through the autoMACS Pro Separator (Miltenyi Biotec) according to the manufacturer’s instructions. Cells were then incubated and stained with various appropriately diluted combinations of different fluorochrome-conjugated antibodies (Supplementary Table 1). Stained cells were analyzed using a MACSQuant Analyzer 10 Flow Cytometer (Miltenyi Biotec®), and data processed using Flowlogic software (Miltenyi Biotec®).

### Immunofluorescence of cells and tissues

Immunofluorescence analysis of murine tumor mass was performed as follows. Samples were rapidly excised, fixed in buffered 4% formaldehyde for 24 h and paraffin-embedded. Histological sections, 5 μm thick, were cut from samples, were deparaffinized and boiled for 10 min in sodium citrate buffer (10 mM, pH 6.0; Bio-Optica) for antigen retrieval and immunostained over night at 4 °C with primary antibodies (anti-PD-L1, ab238697, Abcam; anti-β3-AR, ab94506, Abcam; anti-CD4, 14-9766-82, eBioscience; anti-CD8, 14-0808-82, eBioscience; DBH, ab209487, Abcam). Immune reaction was revealed incubating sections with secondary antibodies Alexa Fluor 488-conjugated IgG or Alexa Fluor 594-conjugated IgG (1:350; Jackson Laboratory). After counterstaining with 4,6-diamidino-2-phenylindole (DAPI), representative images were acquired by an Olympus BX63 microscope coupled to CellSens Dimension Imaging Software version 1.6 (Olympus). The immunofluorescence staining was evaluated through the ImageJ software (NIH, USA) as the fluorescence intensity of protein of interest was normalized to DAPI values.

### Kaplan–Meier and gene correlation analysis in patients with NB

ADRB3 gene correlation with the immune checkpoint genes of CD80, CTLA4, CD276, CD226, CD40LG, 4-1BBL, and correlation between overall (OS) and event-free survival (EFS) probability of patients with NB and levels of ARDB3 mRNA expression were carried out using the gene expression profile of 649 NB specimens generated using 44 K oligonucleotide microarrays. Profiles and clinical data were retrieved from the R2: genomic analysis and visualization platform (http://r2.amc.nl), (Kocak, custom ag44kcwolf, *n* = 649 cases). The last quartile of the distribution was used as expression cut-off value for high versus low ADRB3 gene expression in Kaplan–Meier analysis.

### Statistics

Statistical analysis was performed using GraphPad Prism (GraphPad, San Diego, CA, USA) by one-way or two-way analysis of variance (ANOVA), followed by the Bonferroni post-hoc test or unpaired student t-test. For the in vivo experiments, according to previous studies on the same animal model [12], at least 6 mice per group were needed to guarantee a power of 80%. Values are presented as mean ± SEM. Significance was considered when P was <0.05 and described in each figure legends. Allocation concealment was performed using a randomization procedure (http://www.randomizer.org/).

## Results

### β3-AR antagonism reduces PD-L1 expression in tumor cells of NB-bearing A/J mice

Recent studies showed that PD-1/PD-L1 signaling in NB represents a crucial mechanism to limit immune surveillance, and that PD-L1 expression correlates with high levels of tumor markers [15, 16]. Taking into account these and our previous data showing the ability of β3-AR blockade to elicit an immune competent TME in melanoma-bearing mice [13], we wondered whether, in NB tumor, the β3-AR antagonism could lead to immune response activation dependent on PD-L1 signaling involvement. Administration of the β3-AR antagonist, SR59230A, in a murine syngeneic model of NB, reduced tumor growth to a greater extent than an anti-PD-L1 antibody mAb (αPD-L1) treatment, but no synergistic effect was observed when mice were treated with both drugs (Fig. 1A, B). To investigate whether the anti-tumoral effect brought by SR59230A administration relied in part on PD-L1 expression modulation, we assayed PD-L1 expression level in TME of NB-bearing mice. Interestingly, immunofluorescence (Fig. 1C) and western blot analysis (Fig. 1D) on murine tumor mass showed that PD-L1 expression was decreased in TME of mice treated with the β3-AR antagonist compared to vehicle condition. As extensive literature data showed that in TME, in addition to cancer cells, stromal cells such as the antigen-presenting cells (APCs) MDSC, DCs, and macrophages, are the main sources of PD-L1 [17–20], we further investigated where in the TME, the PD-L1 expression level was affected following β3-AR blockade. Cytofluorometric assay revealed that β3-AR antagonism decreased PD-L1 expression in tumor cells (Fig. 1E), while increased its expression level in DCs and macrophages (Fig. 1F, G). No changes were observed in MDSC population (Fig. 1H).

**Fig. 1:**
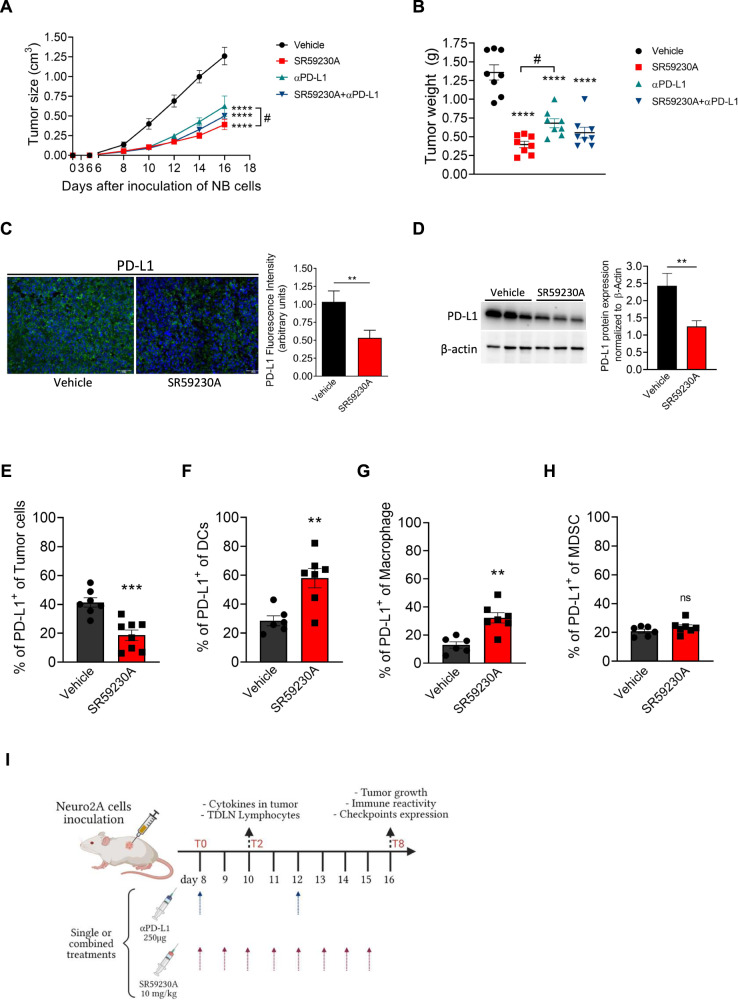
Effect of SR59230A and αPD-L1 treatments on tumor growth and PD-L1 expression in NB tumor-bearing mice. A/J mice were inoculated with N2A tumor cells, and treated from day 8 with SR59230A, αPD-L1 antibody or their combination. **A** Tumor volume and **B** tumor weight were monitored. **C** Immunofluorescence on tumor sections and **D** western blot analysis of total protein lysates of tumor mass performed for evaluation of PD-L1 expression in TME. **E**–**H** Quantification through flow cytometry analysis of PD-L1 expression in tumor, DC, macrophages and MDSC immune cells. **I** Experimental scheme of mice bearing syngeneic N2A cancer cells and treatments with intraperitoneal injections started from day 8 (T0). After 2 days of treatments (T2) mice were sacrificed for evaluation of cytokines in tumor and lymphocytes in tumor draining lymph nodes (TDLNs); after 8 days of treatments (T8) mice were sacrificed for all other analysis (results shown in following figures in paper). Data are expressed as mean ± SEM. **A**, **B** (*n* = 8 per group); **C**, **D** (*n* = 3–4 per group); **E**–**H** (*n* = 7–8 per group). Significance was calculated by one-way (**B**), two-way (**A**) ANOVA analysis followed by Bonferroni’s post hoc test or unpaired student *t*-test (**C**–**H**). **P < 0.01, ***P < 0.001, ***P < 0.0001 vs Vehicle; ^#^*P* < 0.05 SR59230A vs αPD-L1; ns not significant.

These first results show that β3-AR blockade exerted a significant anti-tumoral activity in a syngeneic model of NB-bearing mice, and that the concomitant administration of PD-L1 antibody did not induce an anti-tumoral synergistic effect. Interestingly, β3-AR pharmacological antagonism modulated PD-L1 expression level in TME, suggesting the involvement of PD-L1 signaling in the anti-tumoral action brought by β3-AR blockade.

### β3-AR antagonism and administration of αPD-L1 stimulate an immune-reactive TME in NB

In order to investigate whether the decreased PD-L1 expression, observed in NB tumor cells following β3-AR antagonism, led to an immune reactivation in TME, we first evaluated the number of immune-suppressive and immune-reactive cell subpopulations in tumor mass of A/J NB-bearing mice. TILs were isolated from tumor masses through anti-CD45 microbeads and then stained for cytofluorimetric analysis. Results showed an increased number of anti-tumoral immune cells such as CD8^+^ (with a reduced CD4^+^/CD8^+^ ratio), NK and DCs, and a reduced number of pro-tumoral immune cells such as Treg and MDSC (Fig. 2A–H), in tumor masses of SR59230A-, αPD-L1- and SR59203A + αPD-L1-treated mice compared to vehicle condition.

**Fig. 2:**
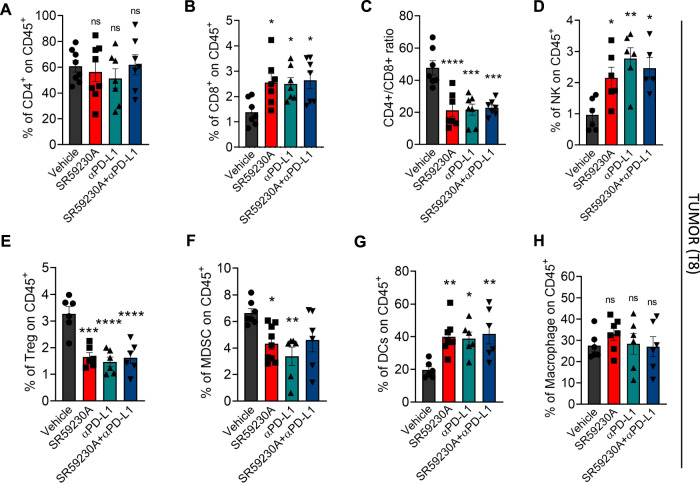
SR59230A and αPD-L1 stimulate an immune-reactive TME in NB. Quantification through flow cytometry analysis of immune cell subpopulations in TME of NB-bearing mice treated for 8 days with SR59230A, αPD-L1 or their combination. **A** CD4^+^ cells (gated on CD45^+^). **B** CD8^+^ cells (gated on CD45^+^). **C** CD4^+^/CD8^+^ ratio. **D** NK cells (NK1.1^+^, NKp46^+^, CD3^−^ gated on CD45^+^). **E** Treg (CD127^-^, CD25^+^, CD4^+^ gated on CD45^+^). **F** MDSC (CD11b^+^, GR1^+^ gated on CD45^+^). **G** DCs (CD11c^+^, F4/80^-^ gated on CD45^+^). **H** Macrophage (F4/80^+^, CD11b^+^ gated on CD45^+^). Data are expressed as mean ± SEM. **A**–**H** (*n* = 8 per group). Significance was calculated by one-way ANOVA analysis followed by Bonferroni’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 vs Vehicle.

To characterize the activation of cytotoxic CD4^+^ and CD8^+^ T cells, the main cellular mediators of the anti-tumor immunity, we first assayed the expression of the immune checkpoints PD-1, LAG-3, and TIM-3, known to reflect the immune status of TILs in solid tumors [21]. While both β3-AR antagonism and αPD-L1 treatment, or their combination, did not significantly affect the number of PD1^+^CD4^+^, TIM3^+^CD4^+^, and LAG-3^+^CD4^+^ cells (Fig. 3A–C), neither the number of TIM3^+^CD8^+^ and LAG-3^+^CD8^+^ cells (Fig. 3E, F), they did significantly increase the number of PD1^+^CD8^+^ T cells (Fig. 3D) compared to vehicle in tumor mass of NB-bearing mice after ten days of treatment. Experimental evidences showed that the initial activation/priming of early-effector T cells occurs in tumor-draining lymph nodes (TDLNs) prior to migration of these cells towards the tumor, and that this phenomenon reflects the effectiveness of immune therapies following ICIs administration. Furthermore, upon homing to TDLNs, T cells upregulate PD-1 and proliferate, suggesting PD-1 to be associated with activation rather than T cell exhaustion [22]. We therefore evaluated, during the early phase of tumor formation and after two days of treatment (T2), the number of PD-1^+^CD4^+^ and PD-1^+^CD8^+^ in TDLNs of NB-bearing mice. Results showed a higher number of PD-1^+^ T cells in TDLNs of SR59230A-, αPD-L1- or SR59203A + αPD-L1-treated mice compared to vehicle and no differences among treatments (Fig. 3G, H).

**Fig. 3:**
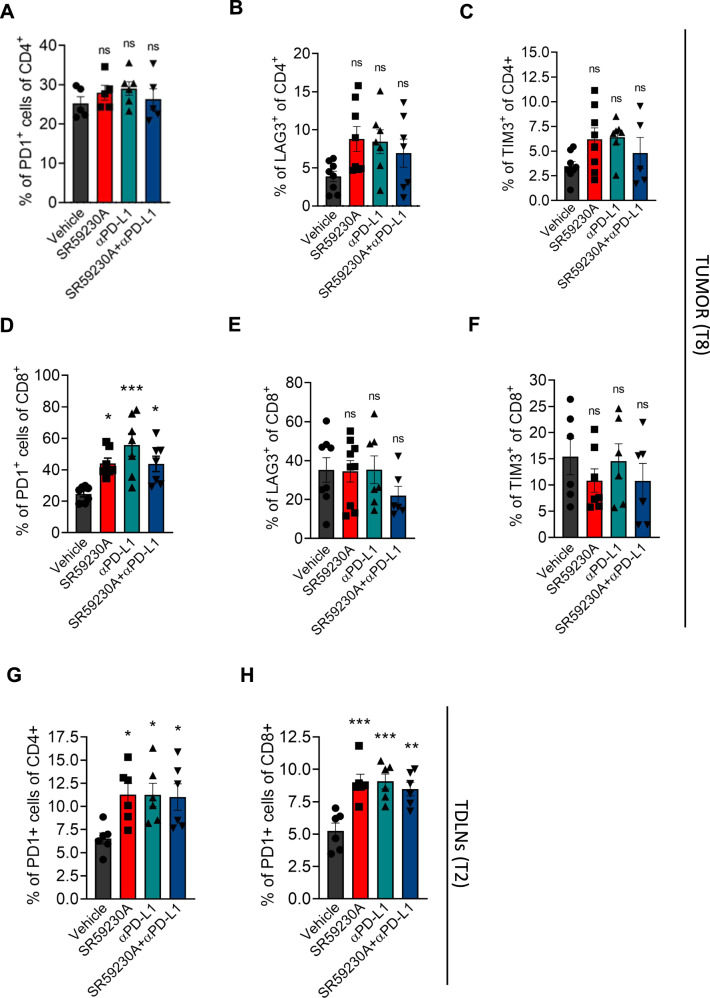
Expression of immune checkpoints on lymphocytes in TME and TDLNs following β3-AR antagonism and administration of αPD-L1. Quantification through flow cytometry analysis of **A** PD1^+^CD4^+^, **B** LAG3^+^CD4^+^, **C** TIM3^+^CD4^+^, **D** PD1^+^CD8^+^, **E** LAG3^+^CD8^+^, **F** TIM3^+^CD8^+^ in tumor mass of NB-bearing mice treated for 8 days with SR59230A, αPD-L1 or their combination, and of **G** PD1^+^CD4^+^ and **H** PD1^+^CD8^+^ in tumor draining lymph nodes (TDLNs) after 2 days of treatment. Data are expressed as mean ± SEM. **A**–**H** (*n* = 5–8 per group). Significance was calculated by one-way ANOVA analysis followed by Bonferroni’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001 vs Vehicle; ns not significant.

To deeper understand whether the PD-1^+^CD8^+^ cells accumulated in TME of mice treated with the β3-AR antagonist or with the anti-PD-L1 antibody, exerted cytotoxic functions, we measured the production of the effector molecules granzyme B and perforin. Results confirmed an increased production of granzyme B and perforin by PD-1^+^CD8^+^ cells in tumor mass of SR59230A-, αPD-L1- or SR59203A + αPD-L1-treated mice compared to vehicle (Fig. 4A, B). Moreover, a Ki67 staining assay showed a trend indicating an increased proliferation of CD8^+^ T cells in NB tumors of mice treated with the β3-AR antagonist or PD-L1 antibody, even if it failed to reach significant differences (Fig. 4C).

**Fig. 4:**
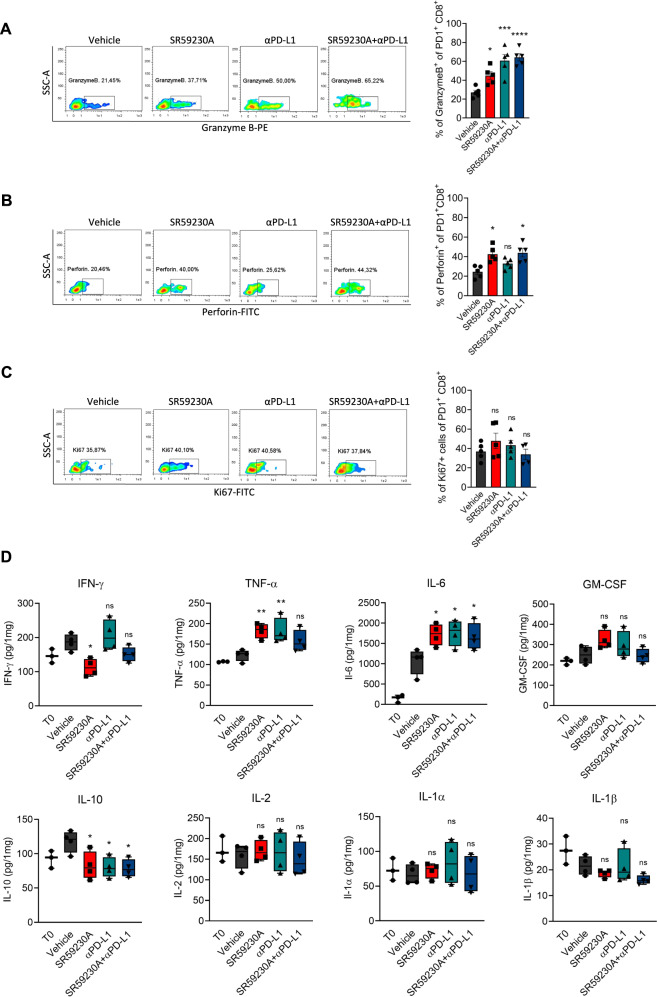
β3-AR blockade triggers CD8 functions and regulates immune cytokines secretion in TME. Representative plots of cytofluorimetric analysis and relative quantification of **A** Granzyme B^+^, **B** Perforin^+^, and **C** Ki67^+^ of PD1 + CD8 + T cells in tumor mass of NB-bearing mice treated for 8 days with SR59230A, αPD-L1 or their combination. **D** Cytokines quantification in tumor mass of NB-bearing mice treated for 2 days with SR59230A, αPD-L1 or their combination. Data are expressed as mean ± SEM. **A**–**C** (*n* = 4–5 per group); **D** (*n* = 4 per group). Significance was calculated by one-way ANOVA analysis followed by Bonferroni’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001 vs Vehicle; ^#^*P* < 0.05; ns not significant.

Finally, cytokines measurement showed, in tumor mass of αPD-L1-treated mice, an increased level of cytokines known to exert anti-tumoral actions such as TNF-α, IFN-γ, and IL-6, and a concomitant decrease of the immune-suppressive cytokine IL-10. Surprisingly, in NB-bearing mice treated with the β3-AR antagonist, we observed an increase of TNF-α and IL-6, and decrease of IL-10 levels, according to the immune-reactive status suggested by T cells features, but a decreased level of IFN-γ (Fig. 4D). No significant differences were found in other cytokines assayed (GM-CSF, IL-2, IL-1α, and IL-1β).

Together these data demonstrate that β3-AR antagonism triggers the host immune response in the TME of NB-bearing mice, retracing the same effects observed following PD-L1 antibody administration. In particular, CD8^+^ cytotoxic functions were strengthened by both SR59230A and αPD-L1. No synergistic effects were observed when the β3-AR antagonist was co-administered with the PD-L1 antibody, confirming that the immune reactivation brought by β3-AR blockade relies, at least in part, on the PD-L1 signaling pathway involvement.

### β3-AR on tumor-infiltrating lymphocytes modulates IFN-γ secretion and affects PD-L1 expression on NB tumor cells

Expression of PD-L1 on tumor cells can be elicited by several factors, but among others, TNF-α and IFN-γ represent the main cytokines able to increase PD-L1 levels in different tumors [23]. To further elucidate the signaling underlying the β3-AR/PD-L1 cross-talk in our tumor model of NB, we first assayed in vitro the expression of PD-L1 on N2A tumor cells following TNF-α and IFN-γ treatment. Results showed that PD-L1 expression was upregulated in NB cells treated for 48 h with IFN-γ but not with TNF-α. Moreover, pre-treatment of N2A tumor cells with the β3-AR antagonist SR59230A was not able to abrogate the increased PD-L1 expression brought by IFN-γ treatment (Fig. 5A).

**Fig. 5:**
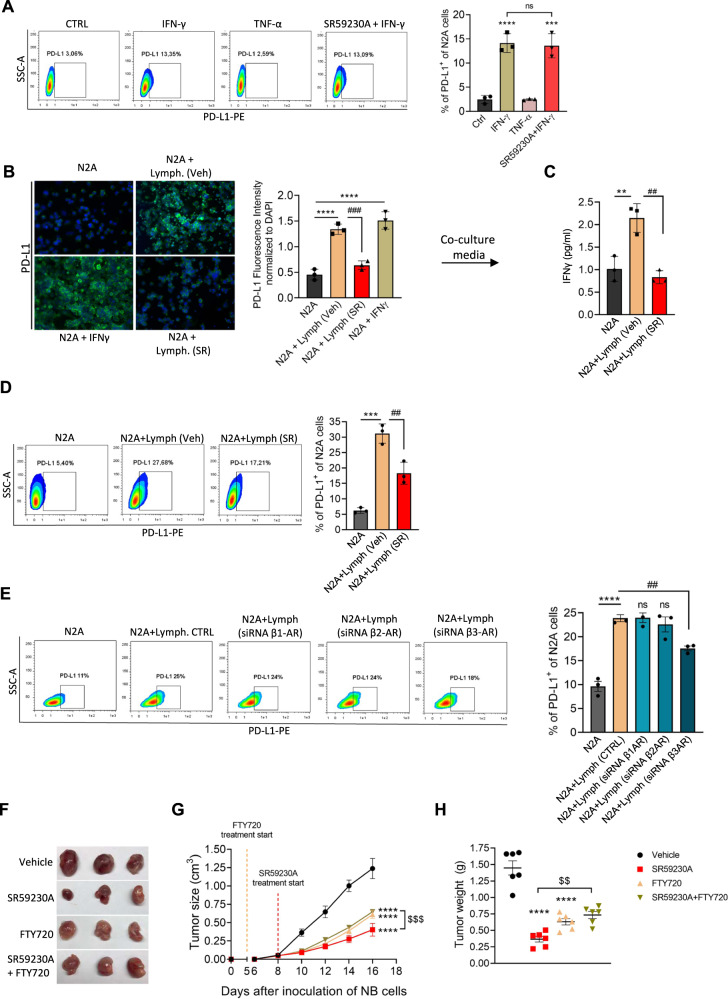
β3-AR on TILs sustains IFN-γ-dependent PD-L1 expression in NB tumor cells. **A** Representative cytofluorimetric plots and relative quantification of PD-L1 expression on N2A tumor cells treated in vitro with IFN-γ (100 ng/mL), TNF-α (100 ng/mL) in presence or not of SR59230A (1 µM) for 48 h. **B** Immunofluorescence and relative quantification of PD-L1 staining on N2A tumor cells co-cultured with lymphocytes obtained from TDLNs of mice treated for 2 days with vehicle or SR59230A. **C** IFN-γ quantification in co-culture medium after 48 h of tumor cells-lymphocytes co-culture. **D** Representative cytofluorimetric plots and relative quantification of PD-L1 expression on N2A tumor cells co-cultured with lymphocytes obtained from TDLNs of mice treated for 2 days with vehicle or SR59230A. **E** Representative cytofluorimetric plots and relative quantification of PD-L1 expression on N2A tumor cells co-cultured with lymphocytes silenced for different β-AR subtypes. **F** Representative images of tumor mass and relative **G** tumor growth and **H** tumor weight of NB obtained from A/J mice inoculated with N2A tumor cells, and treated with SR59230A in presence or not of FTY720. Data are expressed as mean ± SEM. **A**–**E** (*n* = 3 per group); **F**–**H** (*n* = 6 per group). Significance was calculated by one-way (**A**–**E**, **H**) or two-way (**G**) ANOVA analysis followed by Bonferroni’s post hoc test. **P < 0.01, ***P < 0.001, ****P < 0.0001 vs Vehicle; ^##^*P* < 0.01, ^###^*P* < 0.001, ^####^*P* < 0.0001 N2A + Lymph (SR) vs N2A + Lymph (Veh); ^$$^*P* < 0.01, ^$$$^*P* < 0.001 SR59230A vs SR59230A + FTY720; ns not significant.

Considering that literature data recognized TILs as the main cellular source of IFN-γ during adaptive immune response [24], and that our results revealed that β3-AR modulation on N2A tumor cells did not affect the IFN-γ-dependent PD-L1 expression, we wondered if a β3-AR modulation on TILs was responsible of an altered IFN-γ secretion, which in turn affected the PD-L1 expression on tumor cells. To prove our hypothesis, lymphocytes obtained from TDLNs of NB-bearing mice treated with vehicle or SR59230A were isolated and co-cultured in vitro with tumor cells. Immunofluorescence and flow cytometry analysis confirmed that lymphocytes collected from NB-bearing mice treated with the β3-AR antagonist reduced their ability to trigger the PD-L1 expression on N2A cells compared to untreated lymphocytes (Fig. 5B, D). Furthermore, IFN-γ level measurement in co-culture media confirmed that lymphocytes collected from SR50230A-treated mice, partially lost their ability to secrete IFN-γ when co-cultured with NB tumor cells (Fig. 5C).

It has already been shown that β3-AR may be coupled to Gs protein in several tissues, and its activation leads to activation of cAMP/PKA signaling pathway [25]. At the same time, studies proved the critical role of the cyclic AMP responsive element binding (CREB) as positive transcriptional regulator of IFN-γ in T cells [25–27]. Starting from these observations we assayed whether the cAMP/PKA/CREB signaling pathway was involved in the β3-AR-dependent IFN-γ secretion in TILs. Results showed that β3-AR antagonism of CD8^+^ TILs decreased phosphorylation of PKAα/PKAβ subunits and of CREB, leading to a reduction of IFN-γ expression in CD8^+^ TILs (Supplementary Fig. 1A, B). These results confirmed that β3-AR is able to sustain the IFN-γ transcription in TILs of NB by triggering the cAMP/PKA/CREB signaling pathway. On the other hand, the immunosuppressive cytokine IL-10 was decreased in Treg of mice treated with SR59230A compared to vehicle (Supplementary Fig. 1C), confirming the immune reactivity of the NB TME after β3-AR antagonist treatment of NB-bearing mice.

To confirm the selective effect of the SR59230A antagonism on the β3-AR subtype, we performed a co-culture assay with lymphocytes silenced with siRNAs for β1-, β2- and β3-AR subtypes. Results showed that lymphocytes silenced for β3-AR, among the β-AR subtypes, partially lost their ability to induce PD-L1 expression on N2A tumor cells compared to control condition (Fig. 5E and Supplementary Fig. 1D). Moreover, protein expression of the β3-AR on murine lymphocytes of NB-bearing mice were confirmed by western blot analysis of lymphocytes obtained from TDLNs (Supplementary Fig. 2A) and immunofluorescence of CD4^+^ and CD8^+^ T cells stained for β3-AR on tumor mass sections (Supplementary Fig. 2B).

We previously demonstrated that the specific antagonism of β3-AR on N2A tumor cells by SR59230A, inhibited NB growth and tumor progression, by switching from stemness to differentiation features of tumor cells [12]. Here, our results hinted that the anti-tumoral effect of the β3-AR antagonist administration relied also on the β3-AR signaling modulation on TILs, which in turn led to reinvigoration of immune responses against tumor. Therefore, to corroborate our thesis in vivo, we administered FTY720 to restrain T cells in TDLNs and to reduce their infiltration in tumor mass. FTY720 is an analogue of sphingosine 1-phosphate (S1P), and its administration induces the internalization and degradation of S1P receptor, thus preventing lymphocytes egress from the lymph nodes [28]. As assumed, FTY720 pre-treatment dropped the anti-tumoral effect brought by β3-AR antagonist administration (Fig. 5F–H). To validate the effectiveness of FTY720 to restrain T cells in TDLNs, we measured T cell number in TDLNs after eight days (T8) of treatment. Results showed that both CD4^+^ and CD8^+^ cells were increased in TDLNs of mice pre-treated with FTY720 compared to untreated mice (vehicle) (Supplementary Fig. 2C). According to our and other previous results demonstrating that S1P signaling is crucial for survival of NB tumor cells [12, 29], treatment with FTY720 alone was also able to significantly decrease tumor growth (Fig. 5F–H).

RNA sequencing analysis on NB tumor masses isolated from vehicle and SR59230A-treated mice identified 5607 genes among which 267 were differentially expressed genes (DEGs), 127 upregulated and 140 downregulated in SR59230A-treated tumor (Fig. 6A). In particular, several genes that were statistically differentially expressed belonged to immune-related pathways according to GO:BP database (Fig. 6B). Moreover, downregulation of the PD-L1 mRNA (CD274 gene) in SR59230A-treated tumor compared to vehicle condition and upregulation of different other genes involved in immune-related processes (Fig. 6C) corroborated the correlation between β3-AR and the immune-checkpoint PD-L1 observed at protein level. 

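Total RNA was sequenced from tumors grown in A/J mice from 1000000 injected Neuro-2a (N2A) cells, a mouse neuroblastoma line. The mice received vehicle or SR59230A, an antagonist of the β3-adrenergic receptor, at 10 mg/kg. The deposited labels describe 8 tumors, 4 treated with vehicle (numbered 0 to 3) and 4 treated with SR59230A (numbered 1 to 4). The paper reports duplicates, and the columns of Fig. 6A are headed SR1, SR2, Vehicle1 and Vehicle2. No other statement ties the figure to the deposited tumors, so each comparison was made over all 8 tumors, over the 4 tumors with those numbers (the tumors numbered as in Fig. 6A) and over the other 4. The Methods have mice killed after 8 days of treatment, and the legend of Fig. 1I exempts only cytokines and lymph node lymphocytes. The authors quantified transcripts with Salmon, and the deposited files hold estimated counts per transcript for each tumor. These summed to 28614914 to 44045575 (median 29995063) in the vehicle tumors and to 23484190 to 43675495 (median 32597598) in the SR59230A tumors. The Methods name the GRCm38 transcriptome and the submitters' processing notes GRCm39. Of 116747 transcripts, 115685 were matched by identifier to GENCODE annotation of GRCm38, and their estimated counts were summed to genes and rounded. Genes with low counts were removed, libraries were scaled by TMM, and conditions were compared with edgeR's quasi-likelihood test. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the Methods. Fold changes are SR59230A over vehicle.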

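In the 4 SR59230A tumors, transcripts of replication-dependent histones (median log2 fold change 0.36, 58 of 63 members higher), mitochondrially encoded genes (0.47, 12 of 13), fibroblast and extracellular matrix genes (0.24, 16 of 20), apoptosis and p53 genes (0.20, 14 of 19), unfolded protein response genes (0.11, 15 of 20) and skeletal muscle genes (4.06, 9 of 9) were higher as groups than in the 4 vehicle tumors by camera with a preset correlation of 0.01. None of these calls held with the correlation estimated per list (adjusted p = 0.423 to 0.83 with an estimated correlation). Neuroblast identity and neuronal differentiation genes (median -0.20, 24 of 30 lower), hypoxia and glycolysis genes (-0.23, 19 of 20) and erythroid genes (-0.57, 6 of 7) were lower as groups by the same test, again not with the correlation estimated (adjusted p = 0.423 to 0.577 with an estimated correlation). Adjusted p with the preset correlation ran from 5.67e-15 (histones) to 0.0126 (unfolded protein response), and the lowest from fry was 0.339. Of 35 splits of the 8 tumors into groups of 4, 28 gave as many lists past this threshold as treatment did (10). By edgeR no member of these lists was a DEG over all genes; adjusted over the list alone, 8 skeletal muscle genes and 1 mitochondrially encoded gene were higher. DESeq2 called 5 skeletal muscle genes and 1 mitochondrially encoded gene over all genes, all higher. The muscle transcripts were concentrated in SR59230A tumors 1 and 2, whose list means were 6.71 and 3.58 log2 CPM against at most 1.25 in the other tumors. These 2 tumors also had the highest fibroblast and extracellular matrix means, 5.69 and 5.52. Mitochondrially encoded genes took the largest shares of reads in SR59230A tumor 3 (7.57%) and vehicle tumor 3 (6.14%). These 2 tumors also had the largest shares of olfactory receptors (0.28% and 0.34%) and of transcripts with a retained intron (4.21% and 3.77%), while all 3 shares were lowest in vehicle tumors 1 and 2 and SR59230A tumor 2. This difference between libraries was not separated from treatment. Single tumors moved the medians. Without 1 tumor at a time, the median ran from -0.19 (without SR59230A tumor 3) to 1.24 (without vehicle tumor 3) for mitochondrially encoded genes, from 0.16 to 0.69 for histones, from 1.87 (without SR59230A tumor 1) to 6.16 for skeletal muscle and from 0.15 (without SR59230A tumor 1) to 0.38 for fibroblasts. It ran from 0.05 to 0.19 for the unfolded protein response, from 0.11 to 0.21 for apoptosis and p53, from -0.23 to -0.14 for neuroblast identity, from -0.36 to -0.17 for hypoxia and from -0.85 to -0.23 for erythroid genes. Without the 3 libraries with satellite-like reads the medians, in the same order, were 2.00, -0.05, 7.13, 0.61, 0.05, 0.13, -0.14, -0.08 and -1.26. This leaves vehicle tumors 1 and 2 against SR59230A tumors 1, 2 and 3. Only SR59230A tumor 3 of these is outside the set numbered as in Fig. 6A, so treatment is partly mixed with tumor set. The olfactory receptor median was 1.31 in this fit, against -0.11 over all tumors. The same limit holds for every value given below without these libraries. The unfolded protein response, apoptosis and p53, and hypoxia did not pass camera in the tumors numbered as in Fig. 6A, and fibroblasts and skeletal muscle did not in the other 4. Erythroid genes changed direction between the sets. They were lower in the tumors numbered as in Fig. 6A (-1.35) and higher in the other 4 (0.46, camera adjusted p = 0.0293; adjusted p = 0.461 with an estimated correlation).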

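mt-Nd3, which encodes a subunit of respiratory complex I, had a mean of 1020 ± 568 CPM (SD, n = 4) with SR59230A and 344 ± 77.1 (SD, n = 4) with vehicle, a log2 fold change of 1.57 (standard error 0.36, edgeR adjusted p = 0.996). DESeq2 called it over all tumors (adjusted p = 0.00266), in the tumors numbered as in Fig. 6A (5.37e-05) and in the other 4 (2.18e-06). Every SR59230A tumor lay above every vehicle tumor (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Gch1, the first enzyme of tetrahydrobiopterin synthesis, was at 85.9 ± 4.68 CPM with SR59230A and 115 ± 7.86 with vehicle (SD, n = 4 each), also without overlap (p = 0.0286 from the same exact permutation test). Its log2 fold change was -0.42 over all tumors, -0.50 in the tumors numbered as in Fig. 6A and -0.35 in the other 4. Elavl4, a neuronal RNA-binding protein, had log2 fold changes of -0.50, -0.49 and -0.52, and Mycn, a driver oncogene of neuroblastoma, of -0.80, -0.95 and -0.64 in the same order. DESeq2 called Gch1 (adjusted p = 0.0329) and Mycn (0.0361) lower in the tumors numbered as in Fig. 6A. mt-Nd3 and Gch1 were named for a small unadjusted p over the same 8 tumors, so their permutation p is not a separate test. Over all 8 tumors edgeR called 0 of 15187 genes, with 704 at an unadjusted p under 0.05, and DESeq2 called 36 (20 up, 16 down). In the tumors numbered as in Fig. 6A edgeR called 0 of 15445 genes, with 1202 at an unadjusted p under 0.05, and DESeq2 called 165 (92 up, 73 down). Without SR59230A tumor 1 or 2, with 1 SR59230A tumor left and assumed to vary like the vehicle tumors, edgeR called 243 and 1836 there. The first principal component (50.3% of the variance) placed the tumors numbered as in Fig. 6A above the other 4, but as a gradient. SR59230A tumor 1 (4.26) lay nearer to SR59230A tumor 4 (-17.2) than to vehicle tumor 1 (39.9). The component ordered the 8 tumors exactly as the olfactory receptor list means did, so tumor set was not separated from reads in these receptors. In the other 4 tumors edgeR called 5 genes and DESeq2 166 (68 up, 98 down). With tumor set as a block edgeR called 0 over all 8, with 1026 at an unadjusted p under 0.05.

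**Figure D1:**
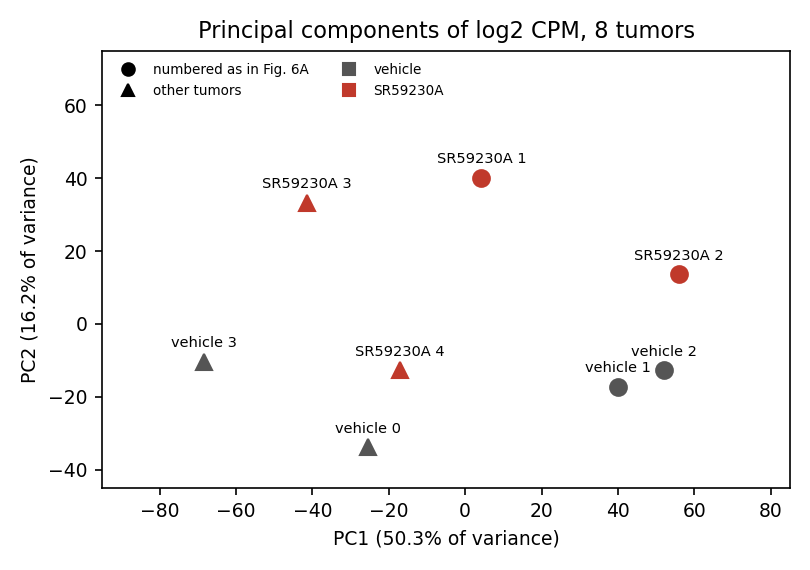
Principal components of log2 CPM of the 8 tumors. The horizontal axis is the first component (50.3% of the variance) and the vertical axis the second (16.2%); each point is a tumor, colored by treatment, with circles for tumors numbered as in Fig. 6A and triangles for the others. The circles lie to the right of the triangles.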

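Of the immune lists, only the type I interferon response passed camera over all 8 tumors (median log2 fold change 0.31, 17 of 23 members higher, adjusted p = 0.0263; adjusted p = 0.83 with an estimated correlation). Its median was 0.05 without SR59230A tumor 3, which had the highest list mean (2.73 log2 CPM), and 0.15 without vehicle tumor 2. Bst2, an antiviral membrane protein of this response, had a mean of 17.9 ± 2.64 CPM (SD, n = 4) with SR59230A and 13.8 ± 2.38 (SD, n = 4) with vehicle, a log2 fold change of 0.38 (edgeR adjusted p = 0.996). Macrophage genes had a median of 0.26 (15 of 20 higher) and genes of MHC class I and antigen processing of 0.09 (17 of 22), each at a camera adjusted p of 0.0511. Without single tumors the first ran from 0.14 (without SR59230A tumor 3) to 0.37 and the second from 0.01 (without vehicle tumor 0) to 0.25 (without vehicle tumor 3); without the 2 tumors with muscle reads, macrophages had 0.03. T cell genes had a median of -0.21 (6 of 8 lower, camera adjusted p = 0.124), with -0.48 without SR59230A tumor 3 and -0.03 without the 3 libraries with satellite-like reads. Regulatory T cell genes had a median of -0.27 (5 of 6 lower), which was 0.01 without SR59230A tumor 4, 0.41 without these 3 libraries and 0.22 in the tumors numbered as in Fig. 6A. The response to interferon-gamma, the cytokine that T and NK cells release, had a median of 0.02 (14 of 27 higher, mean -0.03), with -0.09 without vehicle tumor 0, 0.25 without vehicle tumor 3 and 0.41 without the libraries with satellite-like reads. Medians were 0.33 for neutrophils and myeloid-derived suppressor cells, -0.05 for dendritic cells, -0.06 for MHC class II and -0.13 for immune checkpoints, none past camera's threshold. The last 3 changed sign without single tumors (ranges -0.17 to 0.08, -0.17 to 0.12 and -0.26 to 0.18), and camera pointed upward for dendritic cells and MHC class II. Over all 8 tumors, edgeR called no member of these lists over all genes or adjusted over the list alone; DESeq2 called 1 over all genes, Clec10a (adjusted p = 0.0472). In the tumors numbered as in Fig. 6A, macrophages (median 0.31), the interferon-gamma response (0.31) and MHC class I (0.15) passed camera at adjusted p of 0.00169, 0.00257 and 0.0209 (each adjusted p = 0.747 with an estimated correlation); adjusted over the list alone, 3 macrophage genes were higher there. In the other 4 tumors their medians were 0.19, -0.11 and 0.07, none past the threshold. In these tumors, whose lists were tested after the values were seen, neutrophils and myeloid-derived suppressor cells (0.51) and the type I interferon response (0.22) passed camera upward and B and plasma cells (-0.84) downward, with adjusted p = 0.508, 0.814 and 0.63 with an estimated correlation; adjusted over the list alone, 5 neutrophil genes were higher and 3 B and plasma cell genes lower. With the tumor set as a block, macrophages passed over all 8 tumors (median 0.24, camera adjusted p = 0.0141; adjusted p = 0.843 with an estimated correlation). Clec10a, a lectin of macrophages and dendritic cells, had log2 fold changes of 1.86 over all tumors, 0.49 in the tumors numbered as in Fig. 6A and 2.66 in the other 4, where DESeq2 called it (adjusted p = 1.59e-07). In those 4 tumors Itgax and Siglech of the dendritic cell list went the other way (-2.27 and -1.80), and adjusted over the list alone 1 member was higher and 1 lower. S100a8 and S100a9, calcium-binding proteins of neutrophils, had 2.32 and 2.59 over all tumors against 0.65 and 0.08 in the tumors numbered as in Fig. 6A. Without SR59230A tumor 3, which held 160 and 233 of their reads against at most 42 in any other tumor, they had 0.87 and 0.44, and the median of the neutrophil list was 0.03. DESeq2 called both in the other 4 tumors (adjusted p = 0.018 and 0.00252). Ly75, an endocytic receptor of dendritic cells, and Erap1, a peptidase that trims MHC class I peptides, had 0.37 and 0.27, each higher in every SR59230A tumor than in every vehicle tumor (exact permutation test, p = 0.0286). Trac, a chain of the T cell receptor, and Fcgr1, an Fc receptor of macrophages, had -0.64 and -0.50, each lower in every SR59230A tumor (p = 0.0286 from the same exact permutation test). Ly75, Erap1, Trac and Fcgr1 were named for a small unadjusted p over the same tumors, so this permutation p is not a separate test. Each had an edgeR adjusted p of 0.996, and Trac had 10 to 47 reads per tumor. B and plasma cell, cytotoxic effector, NK cell and measured cytokine genes had too few tested members over all tumors. The lists were fixed by hand in place of GO:BP, which was not available.

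**Figure D2:**
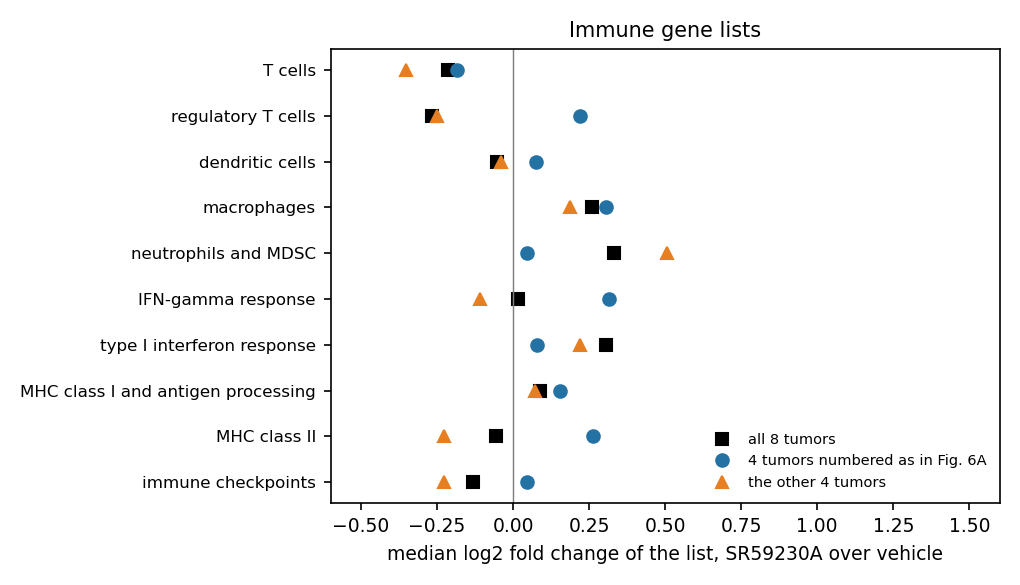
Median log2 fold change (SR59230A over vehicle, horizontal axis) of each immune gene list (vertical axis). Squares are all 8 tumors, circles the 4 tumors numbered as in Fig. 6A and triangles the other 4. The interferon-gamma response lies at 0.31 in the tumors numbered as in Fig. 6A and at -0.11 in the other 4.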

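Cd274, the gene of PD-L1, lies on chromosome 19 of GRCm38 from 29367455 to 29388095 on the plus strand. Over all 8 tumors it was at 13.1 ± 5.81 CPM (SD, n = 4) with SR59230A and 18.2 ± 14.5 (SD, n = 4) with vehicle, a difference smaller than the spread between tumors. Vehicle tumor 3 had 39.1 CPM and the other vehicle tumors 8.39 to 16.6, while the SR59230A tumors had 8.24 to 21.0. The log2 fold change of Cd274 was -0.47 (standard error 0.51, edgeR adjusted p = 0.996), and an exact two-sided permutation test over the 70 assignments gave p = 0.657. Without vehicle tumor 3 it was 0.23. In the tumors numbered as in Fig. 6A, Cd274 was at 8.24 and 9.28 CPM with SR59230A and at 8.39 and 8.59 with vehicle, a log2 fold change of 0.05 (standard error 0.18, edgeR adjusted p = 0.941). In the other 4 tumors it was -0.67 (standard error 0.39, edgeR adjusted p = 0.999), and with the tumor set as a block -0.32. Which tumors Fig. 6A shows is not stated beyond their numbers, so all 36 pairings of 2 vehicle with 2 SR59230A tumors were also run with DESeq2 after these values were seen. Cd274 ran from -1.57 (vehicle tumors 0 and 3 against SR59230A tumors 1 and 2, adjusted p = 0.00471) to 0.95 (vehicle tumors 1 and 2 against SR59230A tumors 3 and 4, adjusted p = 0.0163), negative in 24, and passed in these 2 pairings only. C1qa, a chain of the complement protein C1q made by macrophages and labelled in Fig. 6A, had a log2 fold change of 0.51 (standard error 0.29) over all tumors and of 0.60 in the tumors numbered as in Fig. 6A, where edgeR gave an adjusted p of 0.497 and DESeq2 of 0.0335. C1qb, another chain of the same protein, had 0.47 and 0.58. Cxcl9, a chemokine induced by interferon-gamma, had -1.27 over all tumors, with 65 reads in vehicle tumor 3 and 6 to 22 in the others. It ran from -1.61 to -0.10 without single tumors and was 0.32 without the 3 libraries with satellite-like reads. Lag3, an inhibitory receptor of T cells, had -0.50 and Il6 0.23, neither past the test; without single tumors they ran from -0.73 to -0.37 and from 0.04 to 0.51. Reads of the interferon-gamma gene itself (Ifng, 0 to 2 per tumor), of the cytotoxic proteins Gzmb (0 to 8) and Prf1 (0 to 9), of Pdcd1, which encodes PD-1 (0 to 6), and of Adrb3, which encodes the β3-adrenergic receptor (0 to 7), were too few for a comparison at this depth. From the lower PD-L1 mRNA and the higher mRNA of other immune genes in SR59230A-treated tumors, the paper reasons that the link between the β3-adrenergic receptor and PD-L1 seen at the protein level holds for transcripts too.

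**Figure D3:**
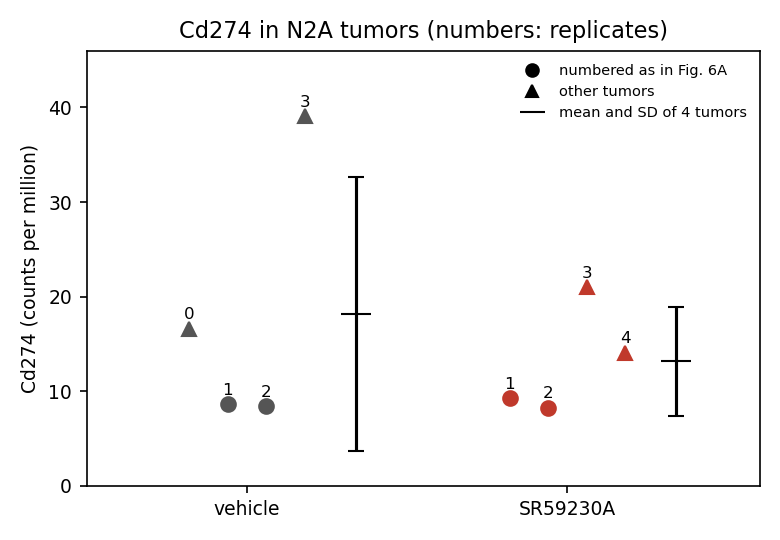
Cd274 in CPM (vertical axis) in tumors treated with vehicle or SR59230A (horizontal axis). Each point is a tumor with its replicate number; circles are tumors numbered as in Fig. 6A, triangles the others, and bars the mean and SD of 4 tumors. Vehicle tumor 3 lies highest, at 39.1 CPM.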

Finally, differential gene expression analysis on a public dataset (GSE14880 from GEO archive) consisting of 34 patients affected by NBs, confirmed that NB tumor masses with a low expression of ADRB3 showed a positive regulation of immune responses, T cell activation, and immune effector pathways compared to tumor mass with high levels of ADRB3 (Fig. 6D).

**Fig. 6:**
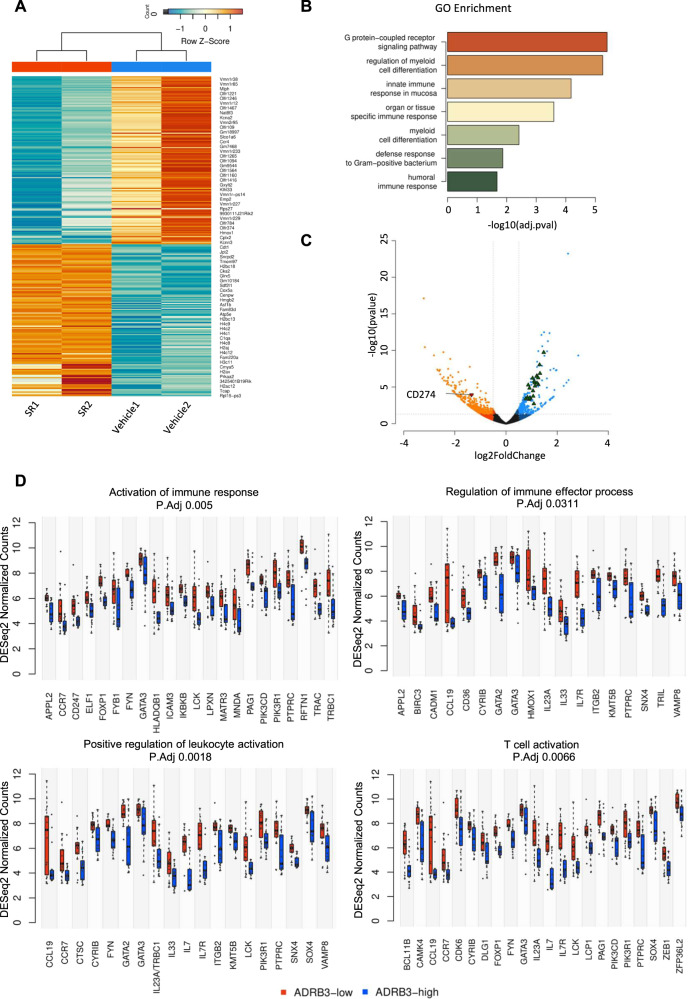
Transcriptomic analyses of NB tumor mass corroborate the prominent role of β3-AR in affecting immune-related processes. RNA sequencing analyses was performed in duplicate in SR59230A- and vehicle-treated NB tumor masses obtained from A/J mice: **A** Heatmap showing the 267 differentially expressed genes (DEGs) which correctly clusterizes replicates as shown in the upper dendrogram; **B** Barplot showing immune-related pathways of ORA results; **C** Volcano plot of gene expression. Lines are set to show the *p* value at 0.05 and the log2FC at 0.5 and represent the thresholds used for ORA. Red and green triangles represent CD274 expression and DEGs in immune-related pathways respectively. **D** Boxplots of DESeq2 normalized counts of genes within the over-represented pathways resulting by comparing ADRB3-high *vs* ADRB3-low expression groups (median value as threshold between groups) with ClusterProfiler in tumor mass of 34 NB patients (data obtained using the public dataset GSE14880 from GEO archive).

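Of the genes labelled in the heatmap, 57 symbols were legible, among them histones, olfactory and vomeronasal receptors, and muscle genes. Over all 8 tumors, 48 of the 49 that could be tested had a log2 fold change on the side shown in Fig. 6A. The paper chose these genes as differing between treatments in this experiment, so the agreement is not a separate test. In the tumors numbered as in Fig. 6A it was 24 of 50, made up of 4 of 22 shown higher in vehicle and 20 of 28 shown higher with SR59230A, and in the other 4 tumors 48 of 53; no test was made of these tallies. The columns of the heatmap are tied to tumors by number alone. Over the 36 pairings of 2 vehicle with 2 SR59230A tumors, 9 to 56 of the 57 lay on that side by DESeq2, and 0 to 54 were called on it, 54 with vehicle tumors 0 and 3 against SR59230A tumors 1 and 2 and 6 in the numbered pairing. Vehicle tumors 0 and 3 are among the other 4 tumors, so the 48 of 53 there is not a replication either. Kcnn3, a calcium-activated potassium channel, had log2 fold changes of -0.55 over all tumors and -0.41 in the tumors numbered as in Fig. 6A, and Cplx2, a regulator of vesicle release, of -0.56 and -0.41. Cmya5, a muscle protein, had 6.62 in the tumors numbered as in Fig. 6A, at 47.3 and 8.07 CPM in SR59230A tumors 1 and 2 and at most 0.77 CPM elsewhere. Hmox1, the inducible heme oxygenase, had -0.73 in the tumors numbered as in Fig. 6A and 0.15 in the other 4. Cmya5 and Hmox1 were called in the tumors numbered as in Fig. 6A by DESeq2 (adjusted p = 2.37e-05 and 0.00271) and not by edgeR. Olfr374 and Vmn1r229, an olfactory and a vomeronasal receptor shown higher in vehicle, had 1.04 and 0.78 in these 4 tumors and -0.01 and -0.21 over all 8. Hierarchical clustering of the tested genes put vehicle tumors 1 and 2 with SR59230A tumor 2 and left SR59230A tumor 1 apart; over all 8 tumors it separated the tumors numbered as in Fig. 6A from the others.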

To note, while in different cancers, catecholamines are released through cancer-associated neurons or simply reach the tumor via blood circulation, in NB excessive levels of catecholamines and their metabolites (HVA, VMA, dopamine), a unique feature of this malignancy, originates from a different source. Indeed, due to the peculiar origin of NB cells (from defective sympathetic neuronal differentiation cells of the neuronal crest), these tumors are usually able to secrete catecholamines by themselves. Indeed, in our NB murine model, immunofluorescence on tumor masses showed that NB tumor cells were positive for the Dopamine β-Hydroxylase (DBH) (Supplementary Fig. 3A), enzyme responsible for the norepinephrine synthesis, regardless of the β3-AR expression on tumor or its antagonism.

Taken together, these data highlight the crucial role played by the β-adrenergic signaling in regulating different biological processes involved in the interaction between the host immune system and the tumor microenvironment in NB tumors. The anti-tumor effects observed following β3-AR antagonist administration in our murine syngeneic model, rely, at least in part, on the modulation of the β3-AR expressed on lymphocytes infiltrating the tumor mass. In particular, we demonstrated that selective blockade of β3-AR on TILs reduced IFN-γ secretion, which in turn decreased the PD-L1 expression on NB tumor cells promoting an immune-reactive TME.

### ADRB3 gene expression correlates with poor prognosis in NB patients

Some studies suggested that β3-AR mRNA and/or protein are overexpressed and in some cases correlated with neoplastic proliferation and transformation in different human cancers [10, 30–32]. Accordingly, our preclinical results obtained in a syngeneic murine model of NB, demonstrated that β3-AR signaling is able to sustain different pro-tumoral processes favoring tumor growth. Therefore, to test whether *ADRB3* gene expression correlates with survival of NB patients, we performed a Kaplan–Meier analysis through the R2: Genomics Analysis and Visualization Platform (http://r2.amc.nl), using the Kocak database which includes complete information about clinical data of 649 NB patients. Results showed that *ADRB3* gene expression was associated with poor outcome in patients with NB. High expression of the *ADRB3* gene was, indeed, significantly associated with reduced event-free (*p* = 3.2e−05) (Fig. 7A) and overall survival (*p* = 8.4e−0.5) (Fig. 7B) of NB patients. Furthermore, a gene correlation analysis in some cohorts, showed the positive correlation between the *ADRB3* and genes for inhibitory immune checkpoints, such as CD80, CTLA4, and CD276, and the negative correlation with genes for immune checkpoints activating the immune system, such as CD266, CD40 ligand (CD40LG) and 4-1BB ligand (4-1BBL) (Fig. 7C).

**Fig. 7:**
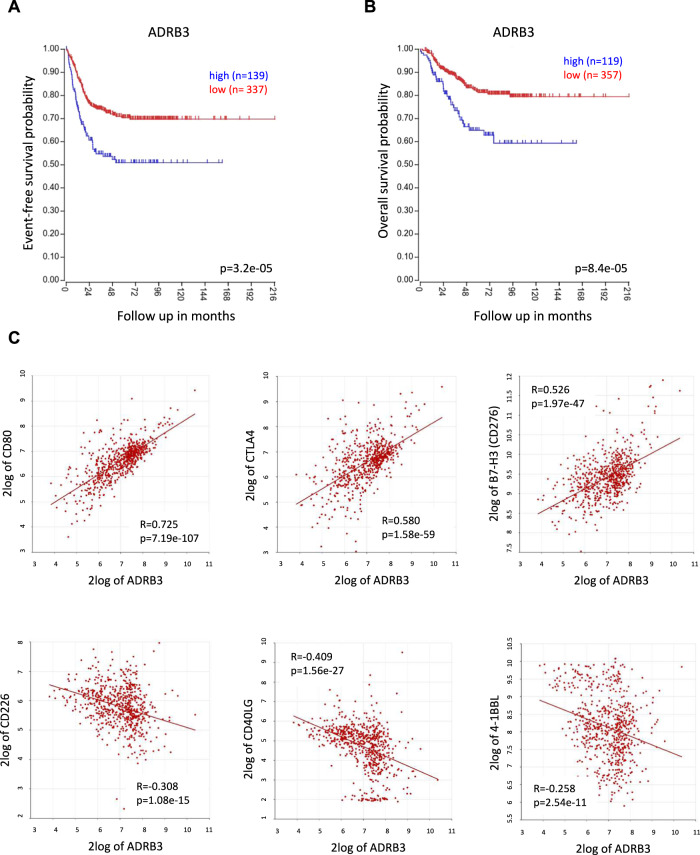
Kaplan–Meier survival analysis and immune checkpoints correlation with *ADRB3* gene expression in NB patients. Kaplan–Meier curves for **A** event-free survival and **B** overall survival of ADRB3 expression (low versus high) in patients affected by NB. **C** Gene correlation analysis between ADRB3 and the immune checkpoints CD80, CTLA4, CD276, CD226, CD40LG and 4-1BBL. Data were obtained using the public dataset R2 (Kocak, custom ag44kcwolf, *n* = 649 cases).

Overall, data obtained highlight the negative correlation of the *ADRB3* gene expression with the outcome of NB patients, and corroborate and strengthen the role of the β3-AR as molecular player capable of dampening anti-tumor immune responses by affecting multiple immune checkpoint signaling pathways.

## Discussion

Since its peculiar neurogenic origin, high levels of catecholamine metabolites characterize NB tumor condition [7, 33]. In a previous work we speculated that catecholamine release in TME might target cancer cells through the activation of β-ARs, triggering a feedforward loop of growth and malignancy in NB cancer. Indeed, experimental data demonstrated that β3-AR is expressed on different NB tumor cell lines and biopsies from patients, and that its modulation significantly affected tumor growth in a syngeneic murine model of NB [12]. In addition to the β-ARs expression on tumor cells, it is widely known that β-ARs are located on the surface of most cells in TME, including immune cells, and that, catecholamines ligation to β-ARs in immune cells regulate both innate and adaptive immunity [34]. To note, while under physiological conditions, modulation of the immune system by β-adrenergic signaling promotes normal immune response, in altered processes, the SNS/catecholamines/β-ARs-prolonged stimulation may have deleterious effects on different immune cells including lymphocytes [35, 36]. In these altered conditions, a sustained stimulation of the adrenergic signaling promotes pathological processes, and among others, cancer progression [37].

Starting from the aforementioned observations, our study has the intent to investigate whether the anti-tumoral effects brought by β3-AR antagonism in NB tumor, could in part rely on the reinvigoration of the anti-tumor immunity, and whether this could involve the modulation of immune checkpoints signaling pathways.

Preclinical studies suggest that PD-L1 expression in metastatic NB represents a crucial mechanism for limiting immune surveillance [15], and that combined immunotherapy with anti-PD-L1/PD-1 and anti-CD4 antibodies cures syngeneic disseminated NB [38]. Recently, PD-L1 expression was assessed in several pediatric tumors, and above all, PD-L1 staining was associated with inferior survival among patients with NB [16, 39]. Moreover, it was shown that PD-L1-positive tumors were located in the adrenal gland more frequently than PD-L1-negative tumors, and that catecholamine metabolites (NSE, VMA and HVA) tended to be higher in the PD-L1-positive group than in the PD-L1-negative group [16]. These evidences suggested the ability of the PD-1/PD-L1 signaling axis to control tumor immune escape in primary and metastatic NB, however, they did not examine the precise mechanisms underlying the PD-1/PD-L1 signaling regulation.

In order to investigate whether the β3-AR modulation could affect PD-L1 expression in NB, and the consequent immune reactivity in the TME, we treated A/J mice inoculated with the syngeneic N2A NB cells, with the β3-AR antagonist SR59230A, a PD-L1 monoclonal antibody (αPD-L1), or their combination.

First, we observed that β3-AR antagonism was able to reduce NB tumor growth and concomitantly decrease PD-L1 expression in TME of NB-bearing mice. Flow cytometry revealed that the decreased amount of PD-L1 observed in tumor mass of SR59230A-treated mice, mostly reflected the reduced expression on tumor cells. In stark contrary, PD-L1 expression on DCs and macrophages was upregulated. Several scientific evidences assigned to PD-L1 located on both tumor cells and APCs the capacity to dampen T cell activation, partially hindering an effective immune reaction against the tumor [40]. However, recent studies demonstrated that during antigen uptake and cross-presentation of tumor antigens to T cells, a crucial step in the adaptive immunity, DCs and macrophages upregulate PD-L1 thus limiting an excessive activation of T cells and protecting them from cytotoxic activities of T cells [41, 42]. Therefore, we hypothesized that the decreased expression of PD-L1 on tumor cells and its concomitant increase on APCs in SR59230A-treated tumor mass, likely reflected an immune system reinvigoration in TME.

Results confirmed increased numbers of tumor-infiltrating immune-reactive cells (NK, DCs, and CD8^+^), and reduction of tumor-infiltrating immune-suppressive cells (Treg and MDSC). Expression analysis of the immune checkpoint PD-1 on TILs showed a significantly increased number of PD-1^+^CD4^+^ and PD-1^+^CD8^+^ T cells in TDLNs at early stage of tumor development (T2), and of PD-1^+^CD8^+^ in tumor after 8 days (T8) of SR59230A, αPD-L1, or their combination treatment compared to control. An increasing trend was noted also in the number of CD4^+^ T cells stained for TIM3 or LAG3 in tumor of SR59230A, αPD-L1 treatments and their combination, but they failed to reach statistical significance. For CD8^+^ T cells stained for TIM3 or LAG3, we instead observed a big variability.

While some literature data suggested that PD-1, LAG-3, and TIM-3 expressing T cells are exhausted and dysfunctional [43–45], others demonstrated that these immune checkpoints, in particular PD-1, are also upregulated following activation and effector T cell differentiation [46–48], and therefore expression per se does not reflect an exhausted status, rather these markers identify the autologous tumor-reactive repertoire infiltrating different tumors [46–49]. In agreement, deeper investigations in our tumor model confirmed that β3-AR antagonism, as the treatment with the anti-PD-L1 mAb, triggered cytotoxic functions of CD8^+^, as shown by increased number of PD1^+^CD8^+^ cells stained for perforin or granzyme B, corroborating that PD1^+^ TILs found in tumor mass are functionally active.

High infiltration of CD8^+^ cytotoxic T cells in tumor have been shown to correlate with positive prognosis in patients with several malignancies including melanoma, head and neck, breast, colorectal, ovarian, prostatic, and other cancers [50]. In NB, a recent study demonstrated that tumors enriched in tumor infiltrating T cells had a better clinical outcome, independent of other current indicators adopted for tumor staging [51]. Moreover, recent findings demonstrated that the presence of DC and NK cells in tumor mass is positively correlated with both T cell infiltration and the positive clinical outcome of NB patients [52]. All these clinical evidences agree with our preclinical results, in which a TME enriched of NK, DC, and CD8^+^ T cells, observed following the β3-AR antagonism or αPD-L1 administration, was functionally able to control NB tumor growth.

A fundamental aspect of the host immune system challenge against tumor is the release of different cytokines in TME, which are able to sustain or fade anti-tumoral activities. Measurement of cytokines in tumor confirmed, in SR59230A- and αPD-L1-treated mice, a condition shifted towards an immune-reactive TME. However, while among the anti-tumoral cytokines, TNF-α and IL-6 levels resulted both increased, IFN-γ level dropped in tumor mass of β3-AR antagonist-treated mice. Starting from this observation, we hypothesized that modulation of the β3-AR signaling on tumor-infiltrating T cells, in particular on CD4^+^ and CD8^+^, could be responsible of an altered IFN-γ secretion, which in turn affected the PD-L1 expression on tumor cells. Results confirmed our hypothesis. The selective β3-AR antagonism on TILs rendered, indeed, these cells inefficient in inducing the PD-L1 expression on NB tumor cells due to an altered secretion of IFN-γ, and preventing de facto the establishment of an adaptive immune resistance. In TME, IFN-γ orchestrates both pro-tumorigenic and antitumor immune responses, acting as a cytotoxic cytokine together with granzyme B and perforin to hit tumor cells, but also triggering the synthesis of inhibitory immune checkpoints thus stimulating immune-suppressive mechanisms [53]. This bimodal role of IFN-γ in causing opposite effects is dependent on complex mechanisms which are not yet fully understood, however, the amount of IFN-γ secreted seems to be decisive in defining the actions brought by this cytokine [54]. Accordingly, we hypothesize that in our model the decreased amount of IFN-γ brought by β3-AR antagonism on TILs favored immune responses compared to control condition, in which a chronic exposure to IFN-γ forces more immunosuppressive mechanisms.

Among the β-AR subtypes, β2-AR seems to be the most expressed on the surface of a variety of immune cells. However, it should be noted that β3-AR, the last identified member of the β-ARs, has been the least studied up to date. Therefore, to confirm that SR59230A administration brought its effects blocking mainly the β3-AR subtype, we first investigated and confirmed the β3-AR protein expression on lymphocytes of TDLNs and on tumor-infiltrating T cells. We demonstrated the expression of the β3-AR protein in tumor-infiltrating CD4^+^ and CD8^+^, and then through selective β1-, β2-, and β3-ARs silencing, we corroborated the prominent role of the β3-AR subtype, located on lymphocytes, in controlling the IFN-γ-dependent PD-L1 expression on NB tumor cells. To note, extensive data on different tissues and cell models have shown that while the β1- and β2-ARs are both more prone to the phenomenon of homologous desensitization following the prolonged exposure to endogenous catecholamines, the β3-AR subtype was shown not to be, and when, nevertheless, in some cells the β3-ARs desensitization occurred, it was less pronounced as compared to that of β1- and β2-ARs [55].

We then speculate that in NB tumor, a condition characterized by chronic exposure of catecholamines, the β2-AR subtype on TILs, the most expressed physiologically, may undergo downregulation following desensitization, and conversely the β3-AR earns the pivotal role in mediating the catecholamine-induced pro-tumoral effects.

To investigate in humans the pro-tumoral inclination of the β3-AR expression, we finally performed a genetic analysis on 649 NB patients using the open access R2: Genomics Analysis and Visualization Platform. High *ADRB3* gene expression correlated with the worst clinical outcome (overall and event-free survival) of NB patients compared to lower expression; furthermore, the positive *ADRB3* gene correlation with different immune-suppressive checkpoints such as CD80, CTLA4, and B7-H3 (CD276), and the negative correlation with immune-activating checkpoints such as CD266, CD40LG and 4-1BBL confirmed the negative role played by β3-AR in the complex regulation of the immune reactivity in NB. In particular, the positive correlation of the *ADRB3* gene expression with immune-suppressive checkpoints, such as CD276, a NB-associated molecule found in unresponsive NB variants, in which exerts a protective role from an NK cell-mediated lysis [56, 57], or with CTLA4, whose inhibition was shown to be non-redundant in enhancing antitumor T cell killing in NB [58], highlighted the ability of the β3-AR signaling to sustain different mechanisms favoring tumor immune escape. We can speculate that the correlation between high *ADRB3* gene expression and the increased expression of different immune checkpoints could rely on the β3-AR ability to sustain those mechanisms whose overactivation promotes the onset of tumor resistance, such as the chronic exposure to some pro-inflammatory cytokines.

Early studies of checkpoint inhibition in NB have not been always successful. In particular, both in preclinical study models and in humans, the better responses obtained in therapeutic strategies adopting multiple ICIs suggested that targeting different immune checkpoints represents a non-redundant effective anti-tumoral approach in NB [58, 59]. Then, targeting different immunosuppressive pathways could represent the best therapeutic option to avoid tumor resistance of single-targeted therapy. However, the administration of multiple drugs is always problematic, due to heavy side effects and toxicity, and has not always led to desired results. Therefore, a deeper knowledge of the molecular mechanisms involved in the regulation of the complex network of the immune counterpart of the TME, is needed for the development of new immune-oncology approaches. In this context, the here presented results suggest that targeting the β3-AR in NB TME could represent a possible approach to hit multiple non-redundant pro-tumoral signaling pathways. In particular, by affecting both the host immune system, *via* the removal of the barrier induced by immune checkpoints cooperation, and the tumor cell pro-survival pathways, the β3-AR antagonism may represent a promising strategy with, hopefully, therapeutic potential for patients affected by NB malignancies. More studies are still needed to deepen further mechanisms underlying the complex interaction between the host immune system and the tumor counterpart in NB. Nonetheless, in the light of what we have observed, the study of the β-adrenergic signaling in the TME of NB tumors deserves to be taken into consideration.

## Supplementary information

Supplementary Figures and Table Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Table 1

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: β3-adrenergic receptor on tumor-infiltrating lymphocytes sustains IFN-γ-dependent PD-L1 expression and impairs anti-tumor immunity in neuroblastoma
**Source:** Cancer Gene Ther. 2023 Feb 28;30(6):890–904. doi: 10.1038/s41417-023-00599-x
**Supplement:** Supplementary file 1 — Supplementary Figures and Table Legends

**Supplementary Figure 1. (A)** Western blot analysis of p-PKAα/β, p-CREB, CREB and β-actin proteins expression in CD8^+^ tumor infiltrating lymphocytes isolated from NB-bearing mice following treatment with SR59230A or vehicle for 2 days. **(B)** Representative cytofluorimetric plots and relative quantification of IFNγ in PD1^+^CD8^+^ and **(C)** of IL-10 in Treg isolated from NB-bearing mice following treatment with SR59230A or vehicle for 2 days. Significance was calculated by unpaired student t-test *P < 0.05, **P < 0.01. **(D)** mRNA expression of β-adrenergic subtypes in lymphocytes silenced for β1-, β2- or β3-AR (relative to Figure 5E). Significance was calculated by one-way ANOVA analysis followed by Bonferroni’s post hoc test. **P < 0.01, ***P < 0.001.

**Supplementary Figure 2. (A)** Western blot analysis of β3-AR protein assessed on N2A tumor cells and tumor infiltrating lymphocytes. **(B)** Immunofluorescence showing CD4^+^ and CD8^+^ tumor infiltrating lymphocytes stained for β3-AR. **(C)** Quantification through flow cytometric analysis of CD4^+^ and CD8^+^ T cells restrained in TDLNs of FTY720-treated mice. **A, B** (n= 3 per group); **C** (n= 4 per group). Significance was calculated by one-way ANOVA analysis followed by Bonferroni’s post hoc test. **P < 0.01, ***P < 0.001 vs Vehicle (C); ****P < 0.0001 vs Ctrl, ns= not significant (D).

**Supplementary Figure 3.** Immunofluorescence for the evaluation of Dopamine β-Hydroxylase (DBH) expression on tumor sections from mice injected with N2A wild type (then treated with Vehicle or SR59230A) and with N2A β3-AR knock out.

**Supplementary Figure 4.** Cytofluorimetric gating strategy used for identification of immune cell subpopulations in TME of NB tumor mass.

**Supplementary Table 1.** Antibodies used for flow cytometric analysis**.**

How the deposited data were processed for this re-analysis (not part of the article)

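RNA from 8 N2A tumors of A/J mice was examined, 4 from mice treated with vehicle and 4 from mice treated with SR59230A. The authors quantified the reads with Salmon, and each tumor's deposited file holds estimated counts, TPM and effective lengths per transcript. The authors also deposited a table of DESeq2 normalized counts per gene symbol (a signal scaled between libraries, with 15035 symbols), which holds 3653 of the 11435 protein-coding genes with a mean of at least 100 reads. The submitters' notes name Salmon and DESeq2 without versions.

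Estimated counts were summed over the transcripts of each gene, with 99.1% of transcripts matched by identifier to GENCODE annotation of GRCm38, giving 35397 genes with a symbol, and were rounded. Totals ran from 23484190 to 44045575 per tumor. The main comparisons used edgeR 4.0.16 (R 4.3.3) with TMM factors, its default filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Alternatives used DESeq2 1.42.0 and limma 3.58.1, transcript length corrections, other scaling factors, other filters, TPM with pseudocounts, the deposited normalized counts, replicate numbers as a block and leaving out each tumor. For single genes, the log2 CPM of the 8 tumors were compared by exact two-sided permutation over 70 assignments. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry; of 36 lists written before the data were examined, 31 had enough tested members over all tumors. Some lists hold names already seen in Fig. 6A: histones, olfactory and vomeronasal receptors, skeletal muscle genes and single members of others.

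Named genes were those the paper names in its mouse experiments, legible labels of Fig. 6A with the smallest p in the tumors numbered as in Fig. 6A, non-overlapping DEGs with the largest changes, and list members with the smallest unadjusted p over all tumors. The rule and the comparisons were fixed before the data were examined, apart from the gene lists in the 4 tumors not numbered as in Fig. 6A, which were tested after the values were seen. Blocks by tumor set, the interaction of treatment with tumor set and the removal of libraries with satellite-like or muscle reads were chosen after the values were seen, as were all 36 pairings of 2 vehicle with 2 SR59230A tumors. On simulated counts with 50 genes changed at each size, edgeR recovered 24% at a log2 change of 0.75, 46% at 1, 82% at 2 and 92% at 3 over all tumors, and 16%, 54%, 70% and 92% in the tumors numbered as in Fig. 6A. It then called 4 and 19 unchanged genes, and DESeq2 43 and 40. These rates may not hold for the real tumors. There edgeR called no gene over all tumors, not even Ttn at a log2 fold change of 10.1 (edgeR adjusted p = 0.996). GO:BP enrichment was not repeated because its terms were not available, and the patient data of Fig. 6D were not analysed here.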

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

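The tests of background reads, cycling cells, shared histone reads and both muscle tests were chosen after the results were seen; those of the interferon-gamma response and of gene length and GC content were set before.

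Cd274 was highest in vehicle tumor 3, at 39.1 CPM. An even layer of reads over transcripts that tumors do not express does not account for it. After the mean reads per kb of olfactory receptors were taken away, it stood at 1.96 times the next tumor, against 1.87 times before. Uneven reads of this kind stay open, because the test removes only a mean. Olfr374 alone held 1542 reads in vehicle tumor 3, against 1021 for Cd274. Cd274 also ranked all 8 tumors in the same order as the olfactory receptor list means, from vehicle tumor 3 (2.27 log2 CPM) to SR59230A tumor 2 (-0.24). A stronger interferon-gamma response in the same tumor stays open as a candidate explanation: vehicle tumor 3 had the highest mean of the other 26 listed genes, but across the 8 tumors Spearman's rho was 0.333 (exact permutation p = 0.428) and Pearson's r 0.654 (exact permutation p = 0.0755). Without vehicle tumor 3 and SR59230A tumor 3, the farthest from the median, r was -0.597 (exact permutation p = 0.21), so the relation rests on those tumors. The tumor sets hold too few samples for a correlation within each.

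In the 4 tumors not numbered as in Fig. 6A, replication-dependent histones had a median log2 fold change of 0.75 with SR59230A. A larger share of cycling cells is argued against by the cell cycle list, with a median of -0.00156 and 0 of 37 members higher at an unadjusted p under 0.05 (edgeR). Reads shared between near-identical histone genes are argued against by the summed histone reads, which kept a log2 fold change of 0.688. Gene length and GC content stay open: matched genes had a median of 0.141, but its bootstrap interval reached 0.25.

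Skeletal muscle transcripts were higher in SR59230A tumors 1 and 2 than elsewhere. Muscle in these 2 samples is a candidate source, but only 11 of 20 listed genes exceeded 3 times every other tumor in both; Ttn, the most abundant, was at 1365 and 127 CPM. SR59230A treatment cannot be told apart from it, since 1 of the 2 other SR59230A tumors lay above every vehicle tumor. That was SR59230A tumor 3, with a list mean of 1.25 log2 CPM. SR59230A tumor 4 (0.45) lay below vehicle tumors 0 (0.65) and 3 (0.69), so an effect in every treated tumor is not shown.

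Of 140 groups of 4 values tested, 9 held a tumor far from the others by Dixon's ratio, about what chance gives at 1 in 20. In the vehicle tumors these were Dbh (0.877), Gch1 (0.887) and Cd8a (0.856), each through tumor 3, Loxl1 (0.915) through tumor 2, and the neutrophil and myeloid-derived suppressor cell list (0.876) through tumor 3. In the SR59230A tumors these were Ly75 (0.848) through tumor 2, and Il6 (0.931), Mki67 (0.87) and Kcnn3 (0.868) through tumor 3.

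The effect of SR59230A differed between the tumors numbered as in Fig. 6A and the other 4 for 15 of 31 lists by an interaction term with camera, and for 0 with an estimated correlation (lowest adjusted p 0.0847) or fry (0.0694). Each gene's log2 fold change in the tumors numbered as in Fig. 6A was subtracted from its log2 fold change in the other 4. The median of these per-gene differences was positive for neutrophils and myeloid-derived suppressor cells (0.802), unfolded protein response (0.135), and apoptosis and p53 (0.226). The same median was positive for oxidative stress and heme (0.391), adipocytes (2.94), erythroid cells (2.06) and histones (0.625). Ribosomal proteins (0.37) and nuclear-encoded oxidative phosphorylation (0.26) also had a positive median difference. The median difference was negative for the interferon-gamma response (-0.44), hypoxia and glycolysis (-0.197), and fibroblasts and extracellular matrix (-0.588). Skeletal muscle (-6.78), olfactory receptors (-1.04) and vomeronasal receptors (-1.25) also had a negative median difference.

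The 4 tumors with other numbers than in Fig. 6A gave 5 DEGs by edgeR, 166 by DESeq2 and 170 by DESeq2 with length factors. Of the 5, Scd1, a fatty acid desaturase (log2 fold change 3.52), Serpina3n, a protease inhibitor (2.45), and Gm20503 were higher with SR59230A, and Gm9531 and Gm7367 were lower, with 0 reads in one of the groups for all 3 Gm genes. These genes were named after their values were seen.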

How the results depend on the processing

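Removal of libraries with satellite-like or muscle reads and the test of lists in the other 4 tumors were chosen after the values were seen; the cause of the changes below was not tested. Without the satellite-like libraries, vehicle tumors 1 and 2 are left against SR59230A tumors 1, 2 and 3, so treatment is partly mixed with tumor set. DEGs in the tumors numbered as in Fig. 6A (0 by edgeR, 636 at unadjusted p and the fold threshold) numbered 165 with DESeq2, 137 with DESeq2 and length factors, 2 with length offsets, 687 without a low-count filter, 3 and 5 with limma on TPM plus 1 and plus 0.1, 2 on the deposited normalized counts, and 0 to 1836 without single tumors. Over all tumors (0 by edgeR, 351 at unadjusted p and the fold threshold) they numbered 36 with DESeq2, 29 with DESeq2 and length factors, 5 in only the other 4 tumors and 0 to 1 without single tumors. With replicate numbers as a replicate block edgeR called 12 in the tumors numbered as in Fig. 6A and 2 over all tumors; own-number correlations of 0.0068, 0.625 and 0.543 did not show that numbers pair the tumors, and not every tumor correlated best with its own number. Cd274 without single tumors ran from -0.0415 to 0.13 in the tumors numbered as in Fig. 6A and from -0.80 to 0.23 over all tumors, the highest without vehicle tumor 3, and was 0.61 without the 3 libraries with satellite-like reads. Gene lists past camera's threshold (10) numbered 0 with an estimated correlation, 0 with fry, 19 without a low-count filter, 17 in the tumors numbered as in Fig. 6A, 17 in the other 4 and 8 to 15 without single tumors. Among named genes over all tumors, signs reversed without the satellite-like libraries for Cxcl9 (0.32), Ccr4 (0.74) and Cd8a (0.29), in only the other 4 tumors for Hba-a1 (0.44), Mki67 (-0.15), Hmox1 (0.15) and Cmya5 (-0.14), without the muscle tumors for Mki67 (-0.0562), Cd8a (0.11) and Hmox1 (0.34), and with the replicate block for Mki67 (-0.0176). Without single tumors Il1b ran from -0.30 to 0.80, Cd8a from -0.59 to 0.40 and Hmox1 from -0.51 to 0.0454. Of the other values for named genes, 944 kept their direction and side of the threshold, 22 passed it under an alternative only and 20 passed only where an unadjusted p replaced it. Depth limits genes with few reads, such as Ifng and Adrb3.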

Differences from the paper's values

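The thresholds are those of the Methods. In the tumors numbered as in Fig. 6A, edgeR called 0 DEGs (1202 genes at an unadjusted p under 0.05, and 165 DEGs with DESeq2), and the paper's values are 267 DEGs, 127 up and 140 down. Of the alternatives set before the data were examined, leaving out SR59230A tumor 1 came within 1.5 times of all 3 (243, 121 up, 122 down), and DESeq2 of the number up (92); the rest did not. Over all tumors edgeR also called 0 (704 at an unadjusted p under 0.05, and 36 DEGs with DESeq2), and only the unadjusted p with the fold threshold came within 1.5 times (351, 175 up, 176 down). The paper's number of genes is 5607, without a stated filter; 15445 were tested in the tumors numbered as in Fig. 6A and 15187 over all tumors. Of the alternatives set before the data were examined, only limma on the deposited normalized counts came within 1.5 times (5241 and 5474).

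The paper's log2 fold change of Cd274 is about -1.4 in Fig. 6C, read by eye. It was 0.0475 in the tumors numbered as in Fig. 6A and -0.47 over all tumors. None of the alternatives set before the data were examined came within the standard error, the nearest being -0.80 over all tumors without SR59230A tumor 3.

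After these values were seen, 1 pairing and then all 36 pairings of 2 vehicle with 2 SR59230A tumors were run with DESeq2 and length factors over the genes of the deposited table. They gave 5327 to 10700 genes with an adjusted p, 25 of the 36 within 1.5 times of the paper's 5607, 3 to 432 DEGs (median 21.5) and Cd274 log2 fold changes from -1.57 to 0.95, 24 of them negative, with Cd274 called lower in 1 pairing and higher in 1 (vehicle tumors 1 and 2 against SR59230A tumors 3 and 4, the pairing with 432 DEGs). The pairing that called it lower, vehicle tumors 0 and 3 against SR59230A tumors 1 and 2, gave 6224 genes, 295 DEGs (138 up, 157 down), Cd274 at -1.57 and 54 of 57 legible genes of Fig. 6A called on their side, dropping 3; each of the other 35 pairings called at most 21 of the 57. edgeR called 2 genes there. The pairing numbered as in Fig. 6A gave 5781 genes, 62 DEGs (34 up, 28 down), Cd274 at 0.05 and 6 of the 57. These values go against the deposited numbers as a guide to the columns of Fig. 6A. The closest pairing was found from its outcome, so it was not used to assign tumors to the figure. Differences above between the paper and the tumors numbered as in Fig. 6A may therefore come from a different choice of tumors.

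Fig. 6A shows genes higher on one side. Of its legible genes, 24 of 50 lay on that side in the tumors numbered as in Fig. 6A (4 of 22 and 20 of 28 by side), and 48 of 49 did over all tumors. The paper chose these genes as differing between treatments in this experiment, so the latter is not a separate test. Its legend states that replicates cluster together on the DEGs; on the tested genes vehicle tumors 1 and 2 clustered with SR59230A tumor 2. The paper states that other immune genes were higher, without naming them in its text. edgeR called 0 members of the immune lists in the tumors numbered as in Fig. 6A and over all tumors; adjusted over the list alone, 3 macrophage genes were higher in the former. DESeq2 called some immune genes higher, among them the complement gene C3, which is in no list. C3 had 1.55 (adjusted p = 0.0227) over all tumors and 1.41 (adjusted p = 0.0078) in the tumors numbered as in Fig. 6A. Also called higher were C1qa in the latter (0.60, adjusted p = 0.0335) and Clec10a over all tumors (1.86, adjusted p = 0.0472). Immune genes outside the immune lists were not tallied, and DESeq2 called some lower. The complement gene Cfd was lower in the tumors numbered as in Fig. 6A (-2.49, adjusted p = 0.0244) and higher in the other 4 (4.92). It belongs to the adipocyte list and moved with it, as Adipoq did (-3.84 and 4.47 by edgeR). Its change therefore cannot be read as an immune one. In the other 4 tumors Clec7a (-3.17, adjusted p = 4.64e-05) and Mpeg1 (-1.21, adjusted p = 0.0187) were lower.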

Other observations

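The list of adrenergic receptors and catecholamine metabolism had 8 members higher and 9 lower over all tumors (median -0.03, mean -0.20, camera adjusted p = 0.0671); adjusted over the list alone, edgeR called 1 member lower, Gch1. In the tumors numbered as in Fig. 6A the median was -0.04, the mean 0.07, and 2 members were lower when adjusted over the list alone; DESeq2 called Th (-1.03, adjusted p = 0.000413) and Gch1 (adjusted p = 0.0329) lower there over all genes. In the other 4 tumors the list passed camera downward (median -0.21, adjusted p = 0.0434; adjusted p = 0.461 with an estimated correlation). Th, the rate-limiting enzyme of catecholamine synthesis, had 66.9 ± 18.8 CPM (SD, n = 4) with SR59230A and 116 ± 34.1 with vehicle (exact permutation p = 0.0571), with a log2 fold change of -0.60 in the other 4 tumors. Dbh, which makes norepinephrine, had 75.4 ± 51.5 CPM against 140 ± 29.8 (exact permutation p = 0.0571). Its log2 fold change was -0.89 over all tumors, and ran from -1.46 to -0.68 without single tumors. It was -0.74 in the tumors numbered as in Fig. 6A and -1.13 in the other 4. The value of -0.74 rests on SR59230A tumor 2 (39.4 CPM). SR59230A tumor 1 had 149 CPM, near vehicle tumors 1 and 2 (160 and 154). The paper reports DBH protein by immunofluorescence, another assay. Of the glycolytic genes, Pfkl had -0.46 and Aldoa -0.35 over all tumors. Ccng1, a p53 target, had 0.39 and Dnajc3, a chaperone of the endoplasmic reticulum, 0.32, each higher in every SR59230A tumor than in every vehicle tumor (exact permutation p = 0.0286). Ccng1 and Dnajc3 were named for a small unadjusted p over the same tumors, so this permutation p is not a separate test. Each had an edgeR adjusted p of 0.996.

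Other lists had these medians over all tumors, none past camera's threshold: cAMP and CREB targets 0.10, sphingosine 1-phosphate 0.05, stemness 0.05, cell cycle 0.10, oxidative stress and heme -0.000448, endothelium -0.08, adipocytes 0.59, olfactory receptors -0.11, vomeronasal receptors -0.19, ribosomal proteins 0.04 and nuclear-encoded oxidative phosphorylation 0.03. Several of these average opposite changes, each past camera's threshold and none past it with an estimated correlation (lowest adjusted p = 0.29). Adipocyte genes had medians of -1.27 in the tumors numbered as in Fig. 6A (0 of 12 higher) and 2.02 in the other 4 (12 of 13), and of -0.07 over all tumors without SR59230A tumor 3. In the same order, olfactory receptors had 0.65 and -0.42, vomeronasal receptors 0.68 and -0.53, ribosomal proteins -0.15 and 0.23, nuclear-encoded oxidative phosphorylation -0.09 and 0.16, and oxidative stress and heme -0.14 and 0.21. Over all tumors the direction of camera was opposite to the median for sphingosine 1-phosphate, oxidative stress and heme, and olfactory receptors. Without single tumors each of these list medians changed sign, with ranges of -0.51 to 0.54 for olfactory and -0.59 to 0.52 for vomeronasal receptors. In the tumors numbered as in Fig. 6A, cell cycle passed camera upward (median 0.10, adjusted p = 0.00807) and endothelium downward (-0.21, adjusted p = 0.0231). With an estimated correlation their adjusted p was 0.789 and 0.769. Neither passed in the other 4 tumors (medians -0.00156 and 0.05).

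For DEGs over all tumors, splits of the 8 tumors decide nothing: edgeR called 0 (704 genes at an unadjusted p under 0.05, 36 DEGs with DESeq2), so all 35 of 35 splits give as many by construction. The highest other split gave 1012. That split is the tumors numbered as in Fig. 6A against the other 4, which points to a structure of the samples other than treatment. The first principal component ordered the 8 tumors as the olfactory receptor list means did, so tumor set and reads in these receptors were not separated. With tumor set as a block edgeR called 0 (1026 at an unadjusted p under 0.05). Chance cannot be excluded for the lists. For lists past camera's threshold (10), 28 of 35 splits gave as many and the highest other 19; the split by tumor set gave 10.

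Transcript models with satellite-like sequence took 11.9% of reads in vehicle tumor 0, 8.72% in vehicle tumor 3 and 6.49% in SR59230A tumor 4, and at most 0.72% in the others. Noct took 7.61% to 17.0% of reads per tumor. In the deposited table of normalized counts, 88.0% of protein-coding genes with a mean of at least 100 reads and 1 annotated transcript are present, against 7.66% of those with 10 or more.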
